# High-throughput assessment of context-dependent effects of chromatin proteins

**DOI:** 10.1186/s13072-016-0096-y

**Published:** 2016-10-18

**Authors:** Laura Brueckner, Joris van Arensbergen, Waseem Akhtar, Ludo Pagie, Bas van Steensel

**Keywords:** HP1a, *Drosophila melanogaster*, Transcriptional repression, Chromatin states, Epigenetic memory

## Abstract

**Background:**

Chromatin proteins control gene activity in a concerted manner. We developed a high-throughput assay to study the effects of the local chromatin environment on the regulatory activity of a protein of interest. The assay combines a previously reported multiplexing strategy based on barcoded randomly integrated reporters with Gal4-mediated tethering. We applied the assay to *Drosophila* heterochromatin protein 1a (HP1a), which is mostly known as a repressive protein but has also been linked to transcriptional activation.

**Results:**

Recruitment to over 1000 genomic locations revealed that HP1a is a potent repressor able to silence even highly expressing reporter genes. However, the local chromatin context can modulate HP1a function. In pericentromeric regions, HP1a-induced repression was enhanced by twofold. In regions marked by a H3K36me3-rich chromatin signature, HP1a-dependent silencing was significantly decreased. We found no evidence for an activating function of HP1a in our experimental system. Furthermore, we did not observe stable transmission of repression over mitotic divisions after loss of targeted HP1a.

**Conclusions:**

The multiplexed tethered reporter assay should be applicable to a large number of chromatin proteins and will be a useful tool to dissect combinatorial regulatory interactions in chromatin.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13072-016-0096-y) contains supplementary material, which is available to authorized users.

## Background

Eukaryotic genomes are packaged in various types of chromatin that each has specific roles in the regulation of gene expression and other nuclear functions. These chromatin types (or “states”) are defined by their distinct but sometimes partially overlapping protein compositions [1, 2]. One of the main challenges in chromatin biology is to understand the combinatorial logic of chromatin proteins: How does the regulatory function of each protein depend on the presence or absence of other proteins?

This question is exemplified by HP1, a key component of classical heterochromatin. HP1 binds to di- or tri-methylated lysine 9 of histone H3 (H3K9me2/3) and can package nucleosomal DNA into a conformation that is able to repress transcription [3–5]. Several observations indicate that the regulatory activity of HP1 is context-dependent. In *Drosophila*, the archetype ortholog HP1a localizes not only to pericentromeric regions where it is thought to contribute to the silencing of transposable elements, but also to a subset of transcriptionally active genes scattered along the chromosome arms [6, 7]. Certain genes even appear to be activated by HP1a [8, 9]. How this context-dependency arises is largely unknown, but many proteins have been identified that either promote or counteract heterochromatin formation [10]. An example is JIL-1 kinase, which is able to phosphorylate serine 10 of histone H3, a modification that blocks the interaction of HP1 with H3K9me2/3 [11, 12].

Here, we present a method to systematically study how the regulatory activity of a protein may depend on the local chromatin context. The method combines barcoded, randomly integrated reporter genes [13] with artificial tethering of a protein of interest [14–16] to these reporter genes. More than 1000 random integration sites throughout the genome offer the required statistical power to infer how various chromatin environments may influence the regulatory activity of the protein of interest. We illustrate this approach using *Drosophila* HP1a as a model.

## Results

### Experimental design

Our approach builds on the previously reported TRIP protocol [13], which begins with transposase-mediated random genomic integration of reporter constructs in a pool of cells. All reporters are identical except for a short random barcode sequence within the transcription unit. In the resulting pool of cells, each reporter integration is mapped by a next-generation sequencing (NGS) approach to its genomic location and linked to its unique barcode sequence. Finally, NGS-based counting of barcodes in mRNA isolated from the cell pool enables us to determine the relative expression level of each reporter. By combining this information with the location of each reporter, we can study chromatin position effects in high throughput. As an addition to this original TRIP protocol, we inserted five copies of the Gal4UAS motif upstream of the promoter of our integrated reporters. This makes it possible to tether a fusion protein consisting of GalDBD and a chromatin protein of interest, here HP1a. (Fig. 1a). For brevity, Gal4DBD and HP1a will be referred to as Gal4 or HP1. Various studies in *Drosophila* have previously shown that tethered HP1 can cause silencing of a reporter gene [17–20].

**Fig. 1:**
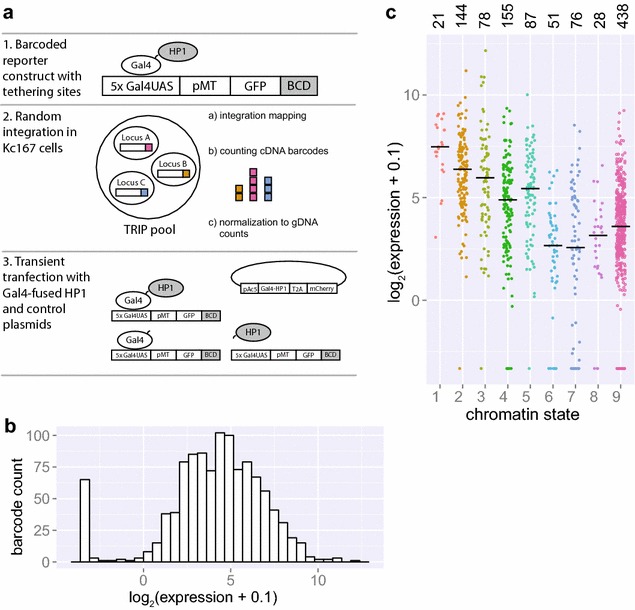
Chromatin effects on gene expression assessed by thousands of reporters integrated in parallel. **a** Principle of thousands of reporters integrated in parallel (TRIP) coupled with targeted recruitment of Gal4-fused proteins. **b** Distribution of reporter expression in the Gal4-transfected control condition as quantified by NGS. **c** Expression of integrated reporters as quantified by NGS in the Gal4-transfected control condition divided over nine chromatin states. Median values are represented by *black horizontal bars*. Number of reporters integrated in each state is specified above graph. Data information: In (**b**–**c**), a pseudocount of 0.1 was added to all expression values in order to be able to visualize non-expressed reporters on a log scale

We used a reporter construct consisting of a green fluorescent protein (GFP) under the control of the copper-inducible metallothionein promoter (pMT). We randomly integrated this construct via Sleeping Beauty transposition in *Drosophila* Kc167 cells. We chose this particular cell line because extensive maps of histone marks, chromatin protein binding and computationally defined chromatin states are available. In the resulting TRIP cell pool, we were able to map 1093 integrations and link them to unique barcodes. We then induced the pMT by adding 0.5 mM CuSO_4_ to the TRIP cell pool. Two days after induction, we transiently transfected the pool with a plasmid expressing Gal4-HP1, or unfused Gal4 or HP1 as controls. These vectors also express mCherry, which enabled us to assess transfection levels and to isolate transfected cells by fluorescence-activated cell sorting (FACS). Two days after transfection, we collected transfected cells and extracted mRNA and genomic DNA (gDNA) for barcode counting by NGS. In order to compare expression between samples and to determine absolute up- or downregulation, we used a spike-in consisting of a low-complexity independent TRIP cell library. After normalization (see “Methods”), we observed good correlations between two independent transfection experiments (Additional file 1: Figure S1). For downstream analyses, we averaged the normalized expression values of these two replicates for each reporter integration.

### Integrated reporters reflect the local chromatin state

First, we examined position effects on the expression of the integrated TRIP reporters in the absence of tethered HP1. For this, we used the Gal4-only transfected control cell pools. This revealed an approximately 1000-fold variation in reporter expression (Fig. 1b), similar to what was previously observed by TRIP in mouse cells [13]. This demonstrates strong position-dependence of reporter expression.

To investigate whether this variation in expression could be explained by differences in the local chromatin environment, we overlaid the TRIP data with a chromatin state map in which chromatin was subdivided into nine states according to combinatorial patterns of histone modifications [2]. Briefly, states 1–5 represent various chromatin states associated with active transcription; state 6 is enriched in the polycomb-associated mark H3K27me3; state 7 corresponds primarily to pericentromeric heterochromatin and is highly enriched in HP1a, H3K9me2/me3 and the corresponding histone methyltransferase Su(var)3-9; state 8 describes heterochromatin-like regions present on autosomal arms and with lower HP1 and Su(var)3–9 occupation than state 7; and finally, state 9 covers 40 % of the genome and is mostly devoid of histone marks [2].

We observed more than 30-fold differences in the average expression levels of reporters across the nine chromatin types (Fig. 1c). Mean reporter expression was highest in states 1 and 2 which describe transcriptionally active non-intronic regions. Expression was lowest in polycomb-marked state 6 and heterochromatin states 7 and 8. These observations are in accordance with the previously described association of these chromatin types with active or inactive transcription [2] and indicate that integrated reporters are strongly influenced by the state of the surrounding chromatin. We obtained similar results with an alternative five-state chromatin model [1], which showed up to tenfold differences in mean reporter expression depending on the chromatin state (Additional file 2: Figure S2).

### Tethering HP1 results in global downregulation of integrated reporters

Next, we determined the global effect of tethering of HP1 to the integrated reporters. We first measured GFP expression by flow cytometry on days 2, 4 and 6 after transfection with Gal4-HP1, Gal4 or HP1. GFP levels were visibly reduced by day 4 after Gal4-HP1 transfection compared to both controls and stayed low until day 6 (Additional file 3: Figure S3). We decided to focus on day two after transfection, because at later time points the HP1-induced repression might have become too strong to observe position-dependent differences. We measured bulk GFP expression at the mRNA level across all reporters in the cell pool by conventional RT-qPCR analysis. This yielded ratios of 0.33 for Gal4-HP1/Gal4, 0.30 for Gal4-HP1/HP1 and 0.92 for HP1/Gal4. Thus, tethering of HP1 results in an overall downregulation of reporter RNA levels, whereas expression of untethered HP1 does not have a major effect.

We then investigated the effect of tethered HP1 on each individual reporter by comparing the normalized barcode expression levels in Gal4-HP1 expressing cells to those of Gal4 control cells. This revealed that most reporters are downregulated upon HP1 tethering (Fig. 2a, d). Seventy percent of reporters exhibited a greater than twofold reduction in expression, and 18 % of reporters with detectable expression in the control condition were completely silenced. For reporters with detectable expression in both conditions, the average fold change Gal4-HP1/Gal4 was 0.23 ± 0.25 (mean ± standard deviation). Transfection with HP1 alone may have a mild effect on a subset of reporters (mean fold change HP1/Gal4 0.90 ± 0.98) (Fig. 2b, e), but the repressive effect of Gal4-HP1 was consistently much stronger (mean fold change Gal4-HP1/HP1 0.35 ± 0.54) (Fig. 2c, f), which indicates that transfection with untethered HP1 does not have a major effect on bulk reporter expression. Western blot analysis indicated that the strong decrease in expression with Gal4-HP1 was not due to higher expression of the fusion protein compared to HP1 only (Additional file 4: Figure S4). This analysis also indicates that expression of endogenous HP1 was not affected by transfection with Gal4-HP1 or HP1.

**Fig. 2:**
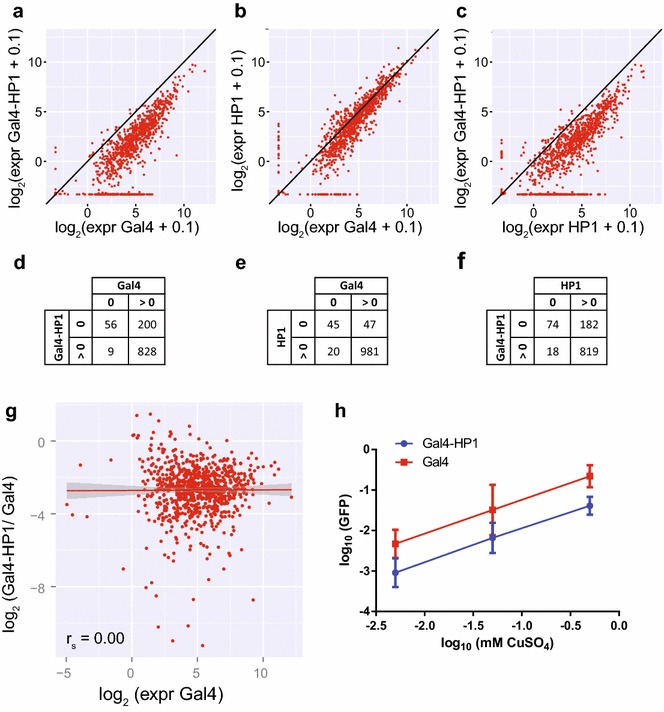
Tethering of Gal4-HP1 results in global downregulation of integrated reporters. **a**–**c** Reporter expression compared between TRIP pool transfected with Gal4-HP1 or controls Gal4 or HP1 only as quantified by NGS 2 days after transfection. **d**–**f** Quantification of reporters showing expression detectable by at least one sequencing read. **g** Correlation (Spearman) between expression in the Gal4-transfected control condition and downregulation upon HP1 tethering with linear regression (*red*) and standard error. Downregulation is quantified by ratio of expression in the Gal4-HP1-transfected condition over expression in the Gal4-transfected control condition; therefore, only reporters with detectable expression in both conditions are shown. **h** GFP reporter expression in a cell line with single integration induced with increasing levels of CuSO_4_ and transfected with Gal4-HP1 or Gal4 as quantified by qPCR. Amount of repression upon Gal4-HP1 tethering is constant over expression range. Data information: In (**a**–**c**), a pseudocount of 0.1 was added to all expression values in order to be able to visualize non-expressed reporters on a log scale

Only 5.1 % of reporters were unaffected by HP1 tethering, as defined by a less than twofold change in expression. Finally, 0.27 % of all reporters were upregulated more than twofold upon HP1 tethering. Such rare events could be due to technical noise rather than a biological effect. We conclude that HP1 represses transcription when tethered upstream of a promoter, in the vast majority of genomic locations.

### Gal4-HP1-induced silencing is not correlated with transcription levels in the absence of tethering

Because we transfected the TRIP cell pool 2 days after induction of reporter expression, HP1 has to compete with the transcription machinery in order to establish a heterochromatin state. We therefore wondered whether the degree of repression was related to the initial expression level of the reporter gene. We used the Gal4-transfected control cells to estimate this initial expression (leaving out reporters without any detectable initial expression) and compared it to the extent of silencing observed with Gal4-HP1 (Fig. 2g). Strikingly, there was no correlation between expression levels of reporters and the extent of downregulation observed with Gal4-HP1 (Spearman’s *ρ* = 0.00).

We took a complementary approach to confirm that repression by HP1 is independent of the initial transcriptional activity of a gene. We generated cells with a pMT-driven GFP reporter that was integrated in a single euchromatic locus. We then induced transcription from this promoter by adding various concentrations of CuSO_4_ and determined reporter expression levels by RT-qPCR. Compared to bulk expression of TRIP reporters, we obtained 6.2-fold lower expression with the lowest level of induction and 7.5-fold higher expression with the highest CuSO_4_ concentration. Thus, we could test the effect of HP1 on a single gene over a broad range of expression levels. We then tethered Gal4-HP1 and observed a consistent fold reduction in expression of 0.22 ± 0.12, 0.28 ± 0.24 and 0.21 ± 12 from lowest to highest induction level (Fig. 2h). In conclusion, Gal4-HP1-induced silencing is equally efficient over a wide range of reporter expression levels.

### Gal4-HP1-induced silencing is increased in pericentromeric heterochromatin

Next, we were curious whether the extent of silencing upon HP1 tethering is linked to different chromatin environments. We therefore analyzed the Gal4-HP1/Gal4 fold change in reporter expression as a function of the chromatin types according to the nine-state model (Fig. 3a, b; Additional file 5: Figure S5). This revealed up to 3.5-fold variation between chromatin states, with the least repression occurring in states 1 and 2 and the strongest repression in state 7. This suggests that the local chromatin environment can modulate the ability of tethered HP1 to repress transcription.

**Fig. 3:**
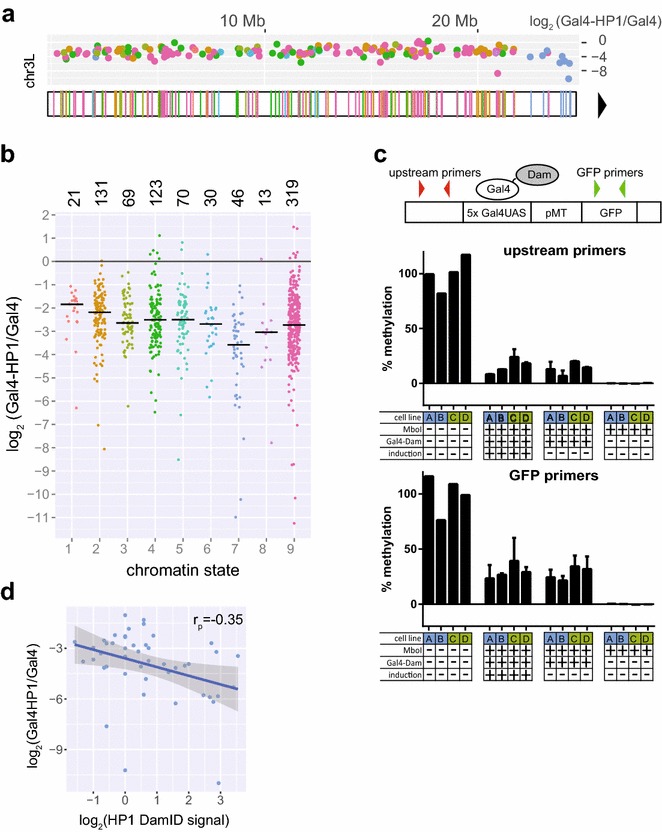
Repression upon HP1 tethering is modulated by the local chromatin environment. **a** Positions of the integration sites of TRIP reporters on chromosome 3L. *Colors* represent chromatin state at the integration site according to the nine-state model (as labeled in Fig. 3b). Centromere position is indicated by black triangle. Plot above the chromosome shows fold downregulation upon Gal4-HP1 tethering. All chromosomes are shown in Additional file 4: Figure S4. **b** Fold downregulation upon Gal4-HP1 tethering segregated by chromatin state. Median values are indicated by *black horizontal bars*. Number of reporters integrated in each state is specified above graph. **c** Quantification of reporter accessibility via tethering of Gal4-Dam in four cell lines each with a single integration. Dam-mediated adenine methylation was assessed by MboI digestion of unmethylated GATC sequences followed by qPCR. Position of qPCR primer pairs is indicated on schematic representation of reporter. *Bar graphs* show methylation levels measured in two cell lines (labeled *A*, *B*) with reporter integration in state 7 heterochromatin (*blue*) and two cell lines (labeled *C*, *D*) with integration in state 3 euchromatin (*green*). *Error bars* represent standard deviation of two independent transfections. Measurements were taken with or without reporter induction. **d** HP1 occupancy levels at reporter integrations sites in state 7 domains as quantified by DamID correlate with downregulation upon Gal4-HP1 recruitment (Pearson). Linear regression (*blue*) with standard error

State 7 is of particular interest because it coincides with pericentromeric regions that are densely occupied by endogenous HP1 and Su(var)3–9. Reporters in state 7 exhibited a significantly stronger repression by tethered HP1 than reporters in the other chromatin states (2.0-fold difference in median repression levels; Wilcoxon’s test *p* = 2.3 × 10^−7^). As shown above, transcriptional activity in general did not correlate with the extent of downregulation observed upon HP1 recruitment, but since there are large differences in reporter expression between chromatin states we wanted to exclude it as possible explanation for the observed difference in silencing. We therefore picked reporters from other chromatin types with expression levels most closely matching those of the reporters in state 7 and compared the Gal4-HP1/Gal4 fold change in expression (we excluded four reporters in state 7 that were outside of the expression range of the remaining reporters and could therefore not be matched). Again, we observed a significantly stronger repression for reporters in state 7 (2.2-fold difference in median repression levels, Wilcoxon’s test *p* = 2.8 × 10^−5^). Repression by Gal4-HP1 was also significantly stronger in state 7 than in other states when normalized to untethered HP1 (Wilcoxon’s test *p* = 0.0077, Additional file 6: Figure S6). We conclude that state 7 chromatin provides a favorable environment for repression by tethered HP1, irrespective of the initial activity of the reporter.

Although heterochromatin is generally thought to be less accessible, we checked whether the targeting of Gal4 fusion proteins was somehow more efficient in state 7 chromatin. We tested this by DamID of Gal4 using a previously reported qPCR-based readout [21]. We performed this assay in two cell lines with a single reporter integration in state 7 heterochromatin and two cell lines with integrations in state 3 euchromatin (Fig. 3c). As expected, state 7 integrations did not show higher accessibility for Gal4 binding as measured by methylation levels.

To explain the enhanced downregulation in state 7, we examined the occupancy of endogenous HP1 at reporter integrations sites by DamID profiles. 

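DamID profiles of HP1 were made in wild-type Kc167 cells, a Drosophila cell line, by expressing Dam, a bacterial DNA adenine methyltransferase, fused to HP1. Dam methylates adenines in GATC motifs close to where the fusion protein binds, and unfused Dam serves as the control for the accessibility of each motif. There were 2 replicates with Dam-HP1 and 2 with Dam only, and DNA was taken 2 days after transfection. After DpnI digestion, which cuts methylated GATC, the fragments were amplified and sequenced. The authors filtered the reads for the DamID adapter with cutadapt, aligned them to dm3 with Bowtie 2 and counted them on GATC fragments. The deposited values are these counts, without normalization, for 461114 fragments. They sum to 9262852 and 11322798 for Dam replicates 1 and 2, and to 7349807 and 5752982 for Dam-HP1 replicates 1 and 2.
From there, counts were divided by the total of each sample (CPM), and the ratio of mean Dam-HP1 to mean Dam CPM was taken for each fragment with a pseudocount of 1 count at the mean library size (0.119 CPM). A fragment was used if at least 10 counts were present in at least 2 samples, which held for 69827 fragments (15.1%). A total of 28 fragments with more than 10000 summed counts held 79.6% and 72.6% of the counts of the Dam replicates and 50.2% and 65.2% of those of the Dam-HP1 replicates. CPM values therefore depend on these fragments, and comparisons between regions were made relative to the rest of the chromosome arms. This removes most but not all of the effect of the scaling, since the pseudocount is fixed and replicates are averaged after scaling: the pericentromeric fold, 7.20 with CPM, was 7.41 with raw mean counts and 7.36 with TMM-scaled CPM. For tests of single fragments, edgeR's TMM normalization gave factors of 0.697 and 0.959 for Dam and 1.48 and 1.01 for Dam-HP1. The chromatin states of the nine-state model were not used here. Pericentromeric sequence was instead taken as the scaffolds 2LHet, 2RHet, 3LHet, 3RHet and XHet together with the 1 Mb of each of the arms 2L, 2R, 3L, 3R and X nearest to the centromere.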

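The median log2 ratio of Dam-HP1 to Dam was 3.21 over the 5933 pericentromeric fragments used and 0.37 over the 62145 fragments on the rest of the 5 arms. The pericentromeric ratio was therefore 7.20 times that of the rest of the arms. A fragment with fewer than 10 counts in both Dam samples was used only if both Dam-HP1 samples reached 10, which favours high ratios. Low Dam counts were more common among pericentromeric fragments used, with a median of 0.702 Dam CPM against 1.80 on the rest of the arms. The fold of 7.20 may be too high for this reason. When replicate 1 of Dam-HP1 was divided by replicate 1 of Dam and replicate 2 by replicate 2, the fold was 6.91 and 7.12, or 7.02 ± 0.148 (SD, n = 2 pairs). With 2 samples against 2, an exact two-sided permutation test cannot give a p-value below 0.333, and none was computed. The alternative that lowered the fold most was to use every fragment with at least 1 count in the 4 samples, which gave 2.94. On simulated counts with a true fold of 4, the fold was 3.81 with the filter and 1.67 without it. The simulated counts also covered fragments without a count in the data, which can lower the value without the filter. All pericentromeric fragments had the same simulated fold, so selection of fragments with a higher fold was not tested.
The enrichment differed between pericentromeric regions. It was highest on 3RHet (positions 1 to 2517507 of dm3), at 13.1-fold from the mean counts and 12.6-fold and 13.1-fold in the pairs. On 2LHet, 2RHet, 3LHet and XHet it was 10.7-fold, 8.64-fold, 6.67-fold and 5.05-fold. The proximal 1 Mb of 2R (positions 1 to 1000000) had an 11.1-fold higher ratio than the rest of the arms, that of 2L (22011545 to 23011544) a 6.79-fold and that of 3L (23543558 to 24543557) a 5.72-fold higher ratio. The proximal 1 Mb of 3R (1 to 1000000) was at 1.19-fold, with 1.26 and 1.20 in the pairs, and that of X (21422828 to 22422827) at 1.59-fold, with 1.64 and 1.59 in the pairs. These blocks are counted from the end of each arm's sequence in dm3, and how much of each is heterochromatin was not examined. Low values on 3R and X therefore do not show weaker HP1 binding in the heterochromatin of these chromosomes. On 3R, the 100-kb bin nearest to the centromere had a median log2 ratio 1.74 above the arms (1.64 and 1.78 in the pairs). The next bin was at 0.87 (0.95 and 1.04), and the others of this 1 Mb lay between -0.13 and 0.49. Together the 5 proximal blocks were at 5.21-fold, and none of 10000 random placements of 5 blocks of 1 Mb, 1 on each arm, reached this value. The highest placement was at 1.34-fold.

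**Figure D1:**
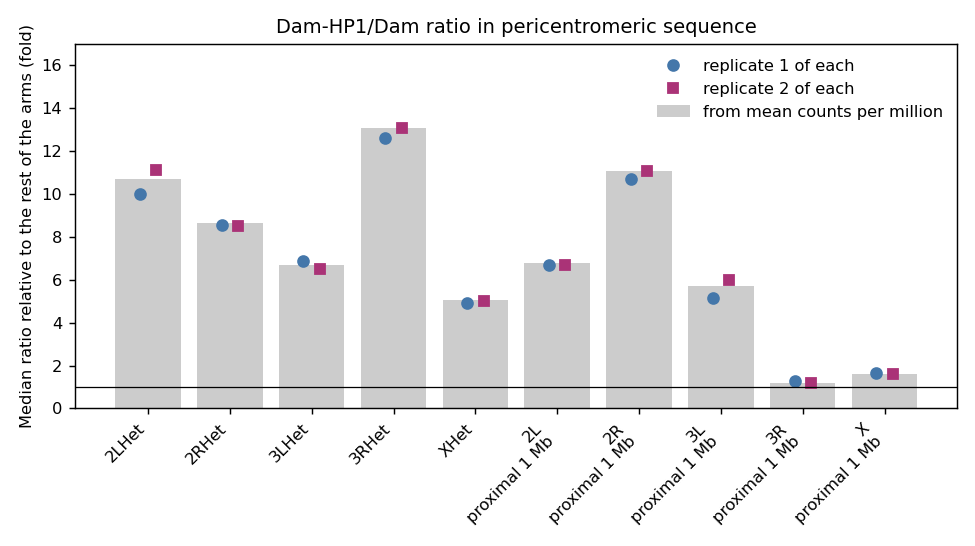
Median Dam-HP1/Dam ratio of each pericentromeric region divided by that of the rest of the arms (y axis, fold), with bars for the mean CPM and points for the 2 same-numbered pairs of replicates. The 5 Het scaffolds lie between 5.05-fold and 13.1-fold, while the proximal 1 Mb of 3R and X lie at 1.19-fold and 1.59-fold; the horizontal line marks a fold of 1.

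**Figure D2:**
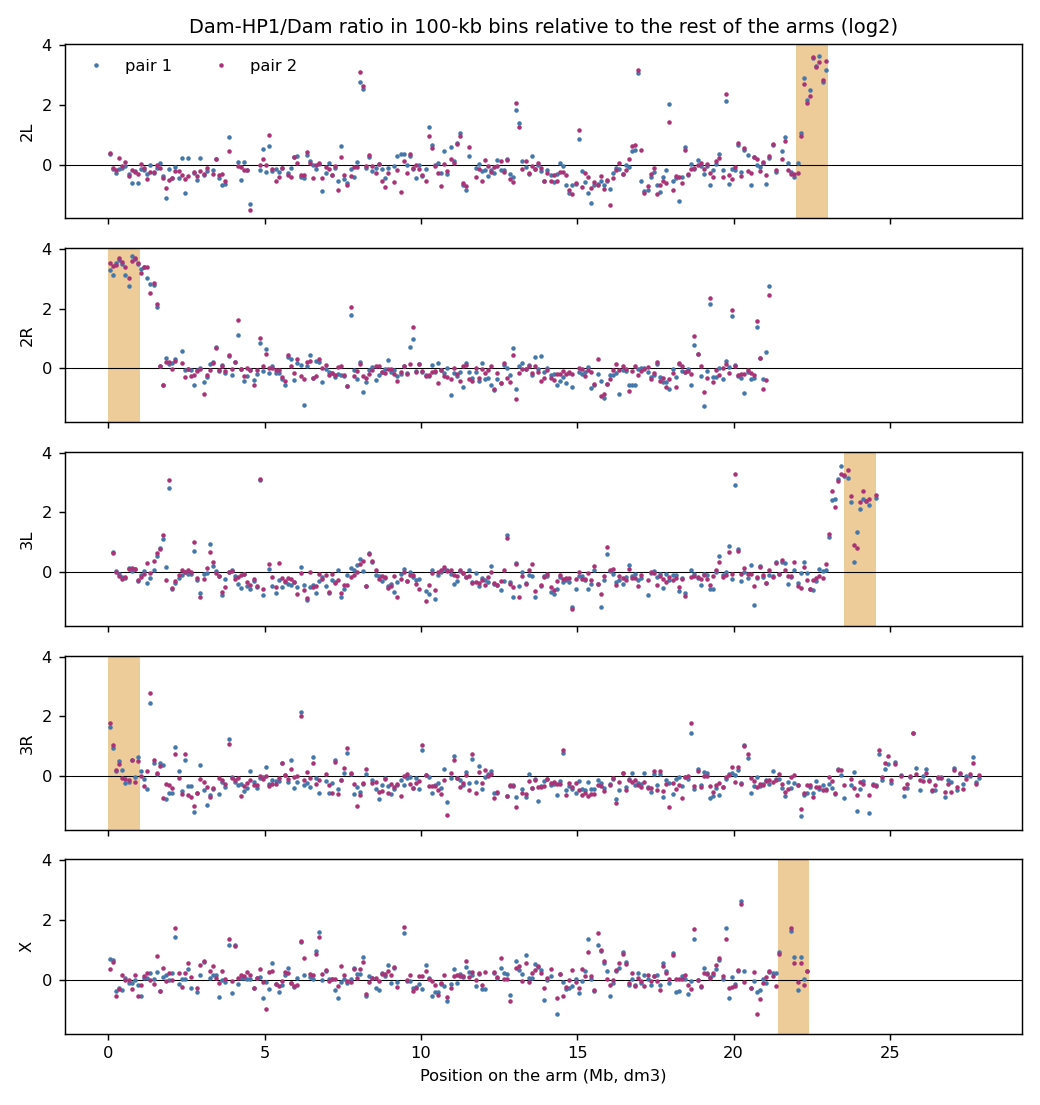
Median log2 Dam-HP1/Dam ratio in 100-kb bins with at least 10 fragments used (y axis), relative to the median of the rest of the arms, along each arm (x axis, Mb on dm3), for the pair of replicates numbered 1 and the pair numbered 2. The shaded 1 Mb at the end of the arm nearest to the centromere is raised on 2L, 2R and 3L. On 3R the bin nearest to the centromere is at 1.74 and the next at 0.87 from the mean CPM, and the other shaded bins lie between -0.13 and 0.49.

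Single fragments were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Of the 69827 fragments, 13587 were higher and 4046 lower in Dam-HP1 at an adjusted p-value under 0.05. Among pericentromeric fragments 4599 of 5933 (77.5%) were higher and 38 lower. On the rest of the arms 7551 of 62145 (12.2%) were higher and 4004 (6.44%) lower. With library size only in place of TMM, 15303 fragments were higher and 120 lower, 118 of these on the rest of the arms. The number lower therefore depended on the scaling. The pairing by replicate number is taken from the labels. Across fragments, r between the deviations of same-numbered samples from the means of their conditions was -0.04. With 2 samples per condition, the value for differently numbered samples is the same with the opposite sign by construction, so this r does not show whether the numbers pair the samples. With the replicate number as a block, 12944 fragments were higher and 2996 lower, and 75.8% of pericentromeric and 11.3% of arm fragments were higher. The fold from the mean of the log2 ratios of the same-numbered pairs was 7.43. The paper compares the HP1 signal of state 7 with that of all other states and states that HP1 is enriched in pericentromeric heterochromatin. It examined this occupancy to explain the stronger downregulation of reporters in state 7, and proposes that the availability of endogenous HP1 there, with the accumulation of Gal4-HP1 in the chromocenter, might facilitate repression.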

HP1 is markedly enriched in state 7 pericentromeric heterochromatin, with fourfold higher levels compared to all other states combined. Within state 7, the fold downregulation upon tethering correlates with local HP1 binding levels (Pearson’s *r* = −0.35, *p* = 0.018) (Fig. 3d) but not in other states. We also confirmed by immunofluorescence microscopy that Gal4-HP1 as well as control HP1 accumulated in the chromocenter that contains high concentrations of endogenous HP1 (Additional file 7: Figure S7). This homing behavior in combination with high availability of endogenous HP1 in pericentric heterochromatin might facilitate the repressive action.

### Gal4-HP1-induced silencing is less effective in chromatin associated with elongating transcription

Silencing by tethered HP1 was least effective in chromatin states 1 and 2, with median repression reduced by 1.8- or 1.4-fold, respectively, compared to reporters in other chromatin states. State 2 gave a significant test result versus other chromatin states (Wilcoxon’s test *p* = 0.00022) and also when comparing reporters of matching expression (*p* = 0.0094). State 1 resulted in a *p* value of 0.016 when comparing downregulation with all other chromatin types but did not give a significant result in the expression-matched test (*p* = 0.48). We therefore focused on state 2. This state is typically present on exonic regions of transcribed genes and associated with high levels of H3K36me3 and H3K79me2 [2]. Indeed, we observed significantly reduced repression of reporters integrated in H3K36me3-bound regions (1.4-fold difference in median repression, *p* = 0.00028, *N* = 118). H3K36me3 also significantly correlated with fold change Gal4-HP1/Gal4 when using continuous ChIP-seq data (*p* = 2.3 × 10^−5^, Spearman’s *ρ* = 0.15). We obtained similar results for H3K79me2 (1.3-fold difference in median repression, *p* = 0.00060, *N* = 135). It will be interesting to investigate whether these histone marks are directly responsible for the inhibitory effect on HP1-induced silencing, or mere indirect correlates. Finally, we also found a significant correlation with ChIP scores for JIL-1, a H3S10 kinase known to limit heterochromatin spreading (*p* = 0.0014, Spearman’s *r ρ* = 0.11) [22].

### Variegation upon HP1 tethering

HP1-containing heterochromatin is known for its ability to cause variegating patterns of gene repression, with the target gene being either “on” or “off” [23]. The degree of repression of a particular TRIP reporter may therefore reflect the proportion of cells in the “off” state, rather than downregulation along a continuous scale. Because TRIP cannot discriminate between these two different modes of repression, we tested the effect of Gal-HP1 tethering by FACS analysis of two cell lines with stably integrated single-copy pMT-driven GFP reporters (Fig. 4). As in the TRIP experiments, we first activated the pMT promoter and then transfected the cells with Gal-HP1 or control plasmids. After 6–8 days, both lines showed bimodal GFP expression distributions after Gal-HP1 tethering, with the highest expression mode roughly coinciding with a single peak of expression observed in control cells that were transfected with Gal4 alone. However, the two cell lines differed in the proportion of cells in the “off” state, and this proportion was also dependent on the time point at which the cells were analyzed. This result indicates that tethered HP1 causes variegating expression, with the balance between “on” and “off” depending on the local chromatin environment. Considering the strong similarity of the reporter construct used for this experiment and the one used in the TRIP studies, it is likely that variegating expression also occurs in the case of TRIP reporters after Gal-HP1 tethering.

**Fig. 4:**
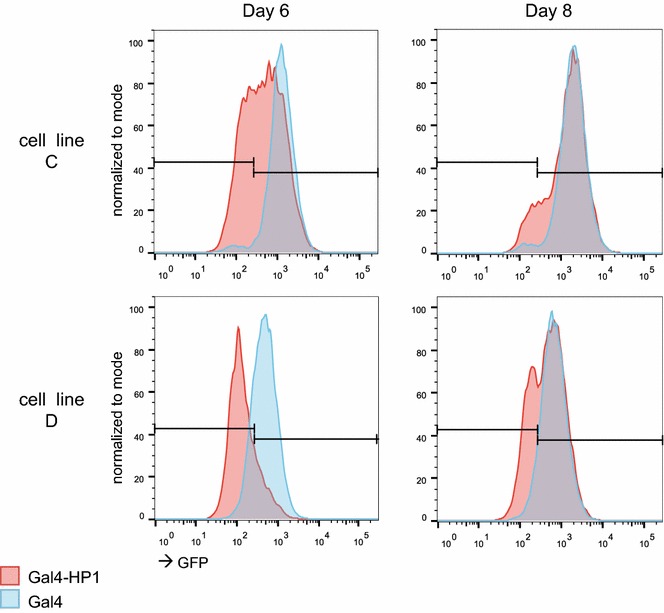
Variegation upon HP1 targeting. GFP expression distributions in two single-integration cell lines upon Gal4-HP1 targeting (*red*) compared to Gal4 only (*blue*) as quantified via FACS by 6 and 8 days after transient transfection

### Gal4-HP1-induced silencing does not result in permanent memory

Targeting of exogenous HP1 can induce a mitotically heritable heterochromatin state in mammalian cells [24, 25]. We were therefore curious whether we could observe heritability of Gal4-HP1-induced silencing after loss of tethered HP1 in the around 1000 reporters in our *Drosophila* cell system. To test this, we kept the TRIP cell pool transiently transfected with Gal4-HP1 and control plasmids in culture until the cells had lost plasmid expression. Initial transfection efficiencies, as quantified by FACS, were approximately 50 % for all plasmids (Fig. 5a). By day 6, we still measured 40–55 % transfected cells. At this time point, in the Gal4-HP1-transfected replicates 7.8 and 8.0 % of the cells were GFP positive, compared to 12–13 % in the Gal4- and HP1-transfected control samples. This confirmed that tethered HP1 induced silencing of GFP expression. By day 16, we measured 1.3–2.1 % remaining mCherry-positive cells, indicating that the TRIP cell pool had mostly lost the transfected plasmids. At this time point, 15 % of cells in the duplicate cultures that were initially transfected with Gal4-HP1 were GFP positive, which is comparable to 13–17 % GFP-positive cells in the control samples. This indicated that most integrated reporters had recovered from Gal4-HP1-induced silencing. We collected these cell pools and quantified individual barcode expression in mRNA by NGS (Fig. 5b). The average fold expression change for all barcodes was 0.92 ± 0.53 for Gal4-HP1/Gal4 (mean ± standard deviation), 1.2 ± 0.72 for Gal4-HP1/HP1 and 0.89 ± 0.55 for HP1/Gal4. Moreover, statistical analysis using *limma* [26] did not detect any individual reporters with significant repression after 16 days, nor did we observe significant differences in Gal4-HP1/Gal4 ratios (Wilcoxon’s test) when the data were aggregated by the nine chromatin states. We therefore conclude that there is no stable mitotic transmission of Gal4-HP1-induced silencing by 16 days after transient transfection.

**Fig. 5:**
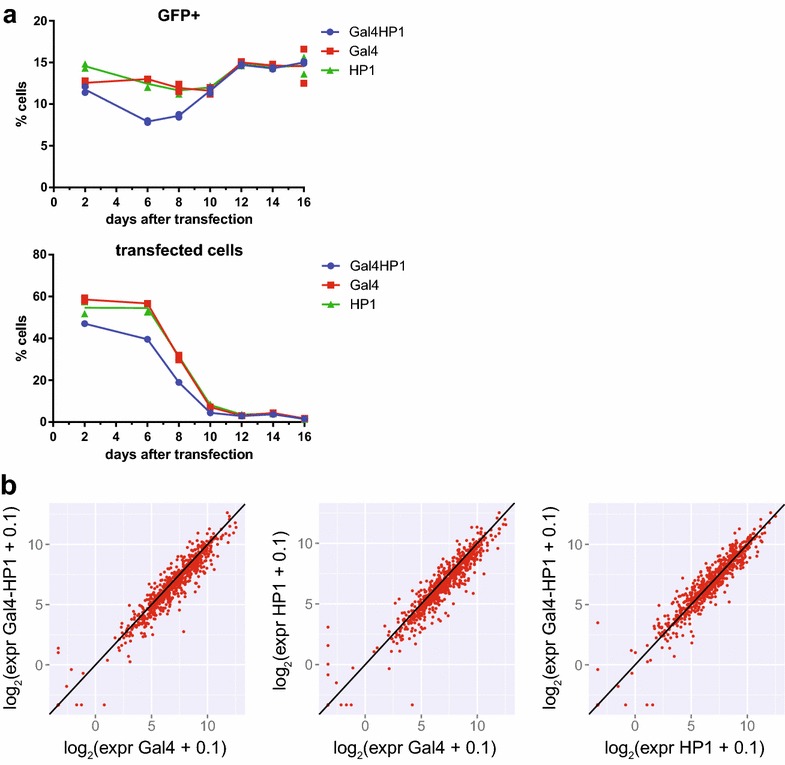
Tethering of HP1 does not result in permanent repression. **a** GFP expression of TRIP pool and amount of transfected cells over time after transient transfection with Gal4-HP1 or control plasmids as quantified by FACS. Graphs show data from two replicate experiments with line connecting means. **b** Reporter expression compared between TRIP pool transfected with Gal4-HP1 or controls Gal4 or HP1 only as quantified by NGS 16 days after transfection

## Discussion

### HP1 as a potent and universal transcriptional repressor

Our results indicate that HP1a is a potent transcriptional repressor that can reduce the activity of integrated reporters in most genomic contexts. In previous studies employing targeted recruitment of HP1 to integrated reporters in *Drosophila*, tethering did not result in silencing in a number of cases. In one study, three Gal4 binding sites were inserted between the *white* and *lacZ* reporter genes and targeted by Gal4-HP1 expressed under heat-shock promoter HSHP1-83C. In this setup, the white reporter was silenced at only one of six genomic locations tested and the one site that supported silencing was adjacent to repetitive sequences [20]. In another study, LacI-HP1 was expressed under the Hsp70 promoter and tethered to 256 lac repeats which resulted in silencing of the white reporter gene in 25 out of 26 cases as observed by white eye color [17]. In our system, Gal4-HP1 is expressed under the control of the Actin5c promoter and tethered to five repeats of the Gal4UAS motif. We did not identify a genomic environment that completely inhibited HP1. Use of a strong constitutive promoter for Gal4-HP1 expression could explain why we observe this highly efficient silencing.

Several reports have linked HP1 in *Drosophila* with an activating effect on transcription [8, 27–29]. In our study, we observed upregulation greater than twofold in only three of 1093 reporters which did not allow us to draw general conclusions. It is possible that HP1 can activate transcription in an indirect fashion or that this effect depends on HP1 localization within gene bodies, which we cannot test in our current system.

### Silencing by tethered HP1 does not depend on transcription level of the target gene

Surprisingly, the magnitude of the repression by HP1 (fold change in reporter activity) is unaffected by even high levels of transcription of the reporter. This argues against a competition model in which the transcriptional machinery, if active enough, can overrule heterochromatin. Rather, HP1a turns down transcription by a nearly constant factor, irrespective of the initial transcription levels. Although the TRIP readout is not suitable to detect cell-to-cell variation in expression, our analysis of single integrated GFP reporters indicates that HP1a causes variegation. Reduced expression as detected by TRIP should therefore be considered to reflect that the reporters are turned “off” in a proportion of the cells. This proportion is then largely independent of the initial transcription activity of the reporter.

### Chromatin environments modulate HP1 action

While the activity of the reporter itself did not affect HP1 action, we did observe quantitative differences in HP1 effects between chromatin states. Repression by HP1 was slightly but significantly less efficient in chromatin state 2, which is an exon-biased chromatin environment associated with transcriptional elongation and high levels of H3K36me3. Because H3K36 methylation is deposited co-transcriptionally [30, 31], it is difficult to determine by correlative studies whether the histone mark, RNA Pol II or other factors inhibit HP1 action. One candidate is cyclin-dependent kinase 12 (CDK12), a transcription elongation-associated RNA Pol II kinase that was recently reported to antagonize heterochromatin in *Drosophila* [32]. We also found reduced silencing in regions bound by the H3S10 kinase JIL-1, in agreement with earlier observations [22].

Our data indicate that pericentric heterochromatin facilitates repression by tethered HP1. Cooperative interactions with endogenous HP1 or its partner proteins are likely to account for this effect, because the repression by Gal-HP1 correlates with heterochromatin domain size and local density of endogenous HP1. Notably, in this study we only covered uniquely mappable reporters. It might be interesting to examine integrations in repetitive sequences.

### Absence of epigenetic memory after transient HP1 recruitment

Induction of a mitotically stable heterochromatin state by tethering of HP1 has been observed in mammalian cells [24, 25]. In fission yeast, transient overexpression of Swi6, the yeast homolog of HP1 resulted in mitotically and meiotically stable silencing at the mating-type locus [33]. H3K9 methylation nucleated at this locus could be heritably maintained after loss of the nucleation center but only in the presence of Swi6 [34]. In other studies in fission yeast, a silenced chromatin state triggered by Gal4-mediated targeting of H3K9 methylation could be maintained over mitotic and meiotic divisions. Heritability required deletion of the corresponding demethylase and the presence of Swi6 [35, 36]. In our experiments, HP1 targeting did not result in heritable silencing in any chromatin environment, as reporters ultimately regained expression levels equivalent to the unsilenced control. In murine embryonic stem cells, induction of high levels of DNA methylation was necessary for maintaining transcriptional silencing after loss of HP1 targeting and required 4 weeks of continuous HP1 recruitment. In the absence of stable tethering, HP1 was ultimately overcome by transcription [24]. We introduced HP1 via transient transfection which resulted in tethering for approximately 1 week. The short duration of HP1 targeting and the absence of canonical DNA methyltransferases Dnmt1 or Dnmt3 might explain the lack of stable silencing in our *Drosophila* system. It will be interesting to conduct tethered TRIP experiments in mammalian cells to study the chromatin context effects on such epigenetic phenomena.

## Conclusions

### Tethering TRIP as a tool to study context-dependent effects of regulatory proteins

This study provides proof of principle for the use of TRIP in combination with protein tethering to investigate how specific regulatory proteins interact with their local environment to control gene activity. As Gal4 fusions of a protein of interest can easily be generated and transfected, a wide variety of chromatin proteins may be studied by this approach. Potential differences in transfection levels between individual cells are compensated for by FACS-based isolation of 10 × 10^6^ cells which represents a theoretical coverage of around 300× of the initial barcode complexity.

The near-random integration of Sleeping Beauty transposons [37] combined with the multiplexed barcode readout makes it possible to survey most of the commonly occurring chromatin states with sufficient statistical power. Furthermore, TRIP is compatible with many reporter designs that may be used to probe a variety of functions [13]. For example, by varying the spacing between the Gal4-binding sites and the promoter of the reporter it may be possible to test the distance over which a tethered protein can exert its regulatory effects (e.g., through spreading of a chromatin state), and how this distance may depend on the local chromatin environment.

We cannot rule out that the integrated reporter in some instances alters the local chromatin state of the integration site. However, the ~1000-fold range in expression levels of the untethered reporter indicates that the local environment strongly controls the reporter. It is thus likely that the tethered protein is exposed to the same local influences. We expect that TRIP in combination with protein tethering will be a useful tool to further explore the context-dependent functions of regulatory proteins.

## Methods

### Cell culture

Kc167 cells were cultured at 23.5 °C in Shields and Sang M3 Insect Medium (Sigma-Aldrich) with 0.25 % Bacto peptone (BD), 0.1 % yeast extract (BD), 5 % heat-inactivated FBS (Thermo Scientific) and 1 % penicillin/streptomycin (Thermo Scientific). For pMT induction, sterile-filtered CuSO_4_ (Sigma-Aldrich) dissolved in H_2_O was added to 0.5 mM final concentration unless mentioned otherwise. The original source of the Kc167 cells used in this study cannot be traced, but the cells have been used in our laboratory for about 15 years, e.g., in [1, 38–40].

### Constructs

The TRIP vector was derived from Addgene plasmid #65488 by exchanging pHsp with 5x Gal4UAS—pMT via restriction enzyme cloning with EcoRV/EcoRI. pMT was derived from a commercially available pMT/V5-His/lacZ plasmid (Thermo Scientific), and five Gal4UAS sites (CGGAGTACTGTCCTCCGAG) were added as an oligonucleotide. Additionally, a second I-CeuI cutting site was integrated upstream of the IR-DR(R) sequence by PCR using primers 160JvA and 161JvA, followed by self-ligation.

Plasmids for expressing the Gal4-HP1 fusion and controls as well as Gal4-Dam were derived from the STABLE 2 vector for bicistronic expression via the T2A peptide, a gift from Jim Sutherland [41]. The NeoR gene in the template was replaced with mCherry and the EGFP gene with Gal4DBD-V5-HP1a, Gal4DBD-V5, V5-HP1a or Gal4DBD-Myc-Dam by Gibson assembly generating pAc5-Gal4-V5-HP1a-T2A-mCherry, etc. Gal4DBD (1-147) was copied from Addgene plasmid #43969, mCherry from mCherry-G9a [42], HP1 and Myc-Dam from pDamHP1 [21]. V5 tag (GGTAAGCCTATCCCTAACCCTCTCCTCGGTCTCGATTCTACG) was added as an oligonucleotide.

The plasmid encoding Sleeping Beauty transposase is deposited as Addgene #65487.

Plasmids expressing Dam-HP1 or Dam were previously reported [21].

### Establishment of TRIP plasmid library

A 21-nt random barcode was added to the TRIP vector by PCR amplification with Phusion polymerase (2 U, Thermo Fisher) in GC buffer with 10 ng template plasmid, 500 nM forward and reverse primer (JvA168 and JvA169) and dNTPs (250 µM each) in a total volume of 100 µl. PCR conditions were 1 min at 98 °C (1×), 15 s at 98 °C, 30 s at 55 °C, 4 min at 72 °C (30×). PCR products were treated with T4 polymerase (9 U, NEB) with added dNTPs (250 µM each) for 20 min at 12 °C to complement barcode sequences. The reaction was stopped by adding EDTA to a final concentration of 10 mM and heat inactivation for 20 min at 75 °C. Products were purified using ISOLATE II PCR and Gel kit (Bioline) according to the manufacturer’s instructions and digested with DpnI (20 U, NEB) in buffer 4 for 1 h at 37 °C in a volume of 50 µl to remove the template. The reaction was terminated by heat inactivation for 20 min at 75 °C, and barcoded fragments were circularized over night at 12 °C with T4 ligase (50 U, NEB) in T4 ligase buffer in a total volume of 900 µl. After ligation, remaining unligated fragments were removed by treatment with Plasmid-Safe DNase (40 U, Epicentre) with added ATP (final concentration 1 mM) in the manufacturer-supplied reaction buffer in a total volume of 1500 µl for 5 h at 37 °C. The reaction was terminated by heat inactivation for 30 min at 70 °C. Products were purified by two times phenol/chloroform extraction followed by ethanol precipitation.

70 ng barcoded plasmids were transformed into 50 μl megacompetent cells (MegaX DH10B™ T1R Electrocomp™ Cells, Invitrogen) by electroporation (settings: 2 kV, capacitance = 25, capacitance extension = 250, pulse control = 200) and purified using a Genopure Maxi Kit (Roche) according to the manufacturer’s instructions.

### TRIP cell pool establishment and mapping of integrations

The barcoded reporters were integrated by transfecting 1 × 10^6^ Kc167 cells with 1 µg barcoded plasmid library and 1 µg plasmid encoding Sleeping Beauty transposase. Transposase expression was induced by four heat-shock treatments of 2.5 h at 37 °C distributed over 36 h. Transfected cells were expanded until Sleeping Beauty expression was lost. For the resulting TRIP pool, we determined the number of integrations to be 0.3 per cell based on qPCR on gDNA for GFP integrations compared to a cell line with a single integration. A subpool of 30,000 cells was taken from the TRIP pool and expanded to limit the library complexity to a maximum of 10,000 integrations.

To map the reporter integrations, gDNA was extracted from 20 × 10^6^ cells using ISOLATE II Genomic DNA Kit (Bioline) and digested with NlaIII (40 U, NEB) in buffer 4 supplemented with BSA in a total volume of 100 µl for 2 h at 37 °C. The reaction was terminated by heat inactivation for 20 min at 65 °C. Fragments were circularized over night at 12 °C using T4 ligase (100 U, NEB) in T4 ligase buffer in a total volume of 1600 µl. Products were precipitated with ethanol and purified with ISOLATE II PCR and Gel Kit (Bioline). Unligated fragments were removed by digestion with Plasmid-Safe DNase (20 U, Epicentre) with added ATP (final concentration 1 mM) in the manufacturer-supplied reaction buffer in a total volume of 100 µl for 5 h at 37 °C. The reaction was terminated by heat inactivation for 30 min at 70 °C and purified using ISOLATE II PCR and Gel Kit (Bioline). To eliminate any remaining unintegrated or fully integrated plasmid and linearize the template, products were digested with I-CeuI (5 U, NEB) in buffer 4 supplemented with BSA in a total volume of 60 µl for 2 h at 37 °C. The reaction was terminated by heat inactivation for 20 min at 65 °C and purified using ISOLATE II PCR and Gel Kit (Bioline). Products were amplified in triplicate reactions by inverse PCR using Phusion polymerase (2 U, Thermo Fisher) in GC buffer with 20 µl of I-CeuI-digested DNA, 500 nM forward and reverse primer (151AR and 219AR) and dNTPs (200 µM each) in a total volume of 100 µl. PCR conditions were 1 min at 98 °C (1×), 30 s at 98 °C, 30 s at 60 °C, 45 s at 72 °C (22×). Products were purified using ISOLATE II PCR and Gel Kit (Bioline). To add indices and adapters for next-generation sequencing, one-third of PCR products was amplified in a second PCR using Phusion polymerase (1 U, Thermo Fisher) in GC buffer with 500 nM forward and reverse primer (151AR and iPCR indexing primer) and dNTPs (200 µM each) in a total volume of 50 µl. PCR conditions were 1 min at 98 °C (1×), 30 s at 98 °C, 30 s at 60 °C, 45 s at 72 °C (10×). Products were purified using ISOLATE II PCR and Gel Kit (Bioline) and prepared for next-generation sequencing as described below.

### Establishment of integrase-mediated cassette exchange in Kc167 cell clones

The vector p81_JvA_DTR_IMCE to generate clonal cassette exchange Kc cell lines was constructed using standard molecular biology techniques and is available upon request. It is based on the TRIP vector backbone in which the sequence in between the Sleeping Beauty inverted repeats has been replaced by two full AttP sites which were PCR amplified from Addgene plasmid #13843, a gift from Ting Wu [43], in a “head-to-head” orientation to facilitate cassette exchange with a AttB-containing vector (see below). In between the AttP sites, a bicistronic neomycin/diphtheria toxin selection cassette was placed which is based on the Ac5-STABLE1-neo plasmid [41] and in which we replaced the GFP ORF by the ORF of the human diphtheria toxin receptor. To generate stable clones, 20 × 10^6^ Kc167 cells were electroporated with 20 µg of Sleeping Beauty expression vector (Addgene plasmid #65487) and 4 µg of p81_JvA_DTR_IMCE and cells were expanded for 3 weeks. Selection with 40 µl/ml G418 (Sigma-Aldrich) was started after the first week. Clones were then established by limited dilution, the number of integrations was analyzed by qPCR, and clones with more than one integration were excluded from further analysis. To identify the genomic locus of the cassette exchange site in each clone, an iPCR strategy was used. Briefly, 100 ng of gDNA was digested in a volume of 25 µl with 5 units of Nla III (NEB) for 30 min and heat inactivated for 20 min at 65 °C. Of this reaction, 5 µl was self-ligated in a volume of 40 µl with 1 unit of ligase (Roche) at 16 °C overnight. On 5 µl of the ligation material, 34 PCR cycles (15 s at 98 °C; 15 s at 60 °C; 30 s at 72 °C) were performed using primer JvA45 and JvA94. The PCR product was purified using ISOLATE II PCR and Gel Kit (Bioline), Sanger sequenced using primer 45JvA and mapped to the genome (Table 1).

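The 4 integration sites lie on dm3, as do the DamID counts from wild-type Kc167 cells that carry no integration and were transfected with Dam or Dam-HP1. Site A (2RHet, 3094936 to 3094937) lies in a GATC fragment from 3094328 to 3095008 that had 0 counts in all 4 samples, as had all 33 fragments centred within the surrounding 10 kb. No signal was detected there, and the counts do not separate a lack of depth from repeated sequence to which reads could not be aligned uniquely. In the surrounding 50 kb, 28 of 167 fragments had a count, and the summed counts were 77 and 114 for Dam and 215 and 119 for Dam-HP1, a log2 ratio of CPM of 1.43 (1.80 and 1.03 in the same-numbered pairs). Site B (2L, 16340822 to 16340823) lies in a fragment from 16340587 to 16340875 with 34 and 48 counts for Dam and 17 and 20 for Dam-HP1. Its signal was 3.96 ± 0.402 CPM for Dam and 2.90 ± 0.823 CPM for Dam-HP1 (SD, n = 2 each), a log2 ratio of -0.43. edgeR's log2 fold change was -0.99 with an adjusted p-value of 0.101.
Site C (X, 5784726 to 5784727) lies in a fragment from 5784564 to 5784733 with 1 and 7 counts for Dam and 22 and 10 for Dam-HP1, or 0.363 ± 0.361 and 2.37 ± 0.888 CPM (SD, n = 2 each). The log2 ratio was 2.37, and 3.78 and 1.33 in the pairs. edgeR's log2 fold change was 2.08 with an adjusted p-value of 0.0289, and 2.18 with an adjusted p-value of 0.0563 with the replicate number as a block. Over the 10 kb centred on the site the log2 ratio was 0.89. Site D (2R, 5436488 to 5436489) lies in a fragment from 5436182 to 5436548 with 57 and 90 counts for Dam and 97 and 56 for Dam-HP1, or 7.05 ± 1.27 and 11.5 ± 2.45 CPM (SD, n = 2 each). Its log2 ratio was 0.69, and edgeR's log2 fold change was 0.14 with an adjusted p-value of 0.811. For comparison, the median log2 ratio of CPM over the rest of the arms was 0.37 from the means and 0.86 and -0.09 in the pairs, and each pair of values at a site is read against these. For the values over 10 kb and 50 kb this comparison is approximate, since they come from summed counts and the median is over single fragments.

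**Figure D3:**
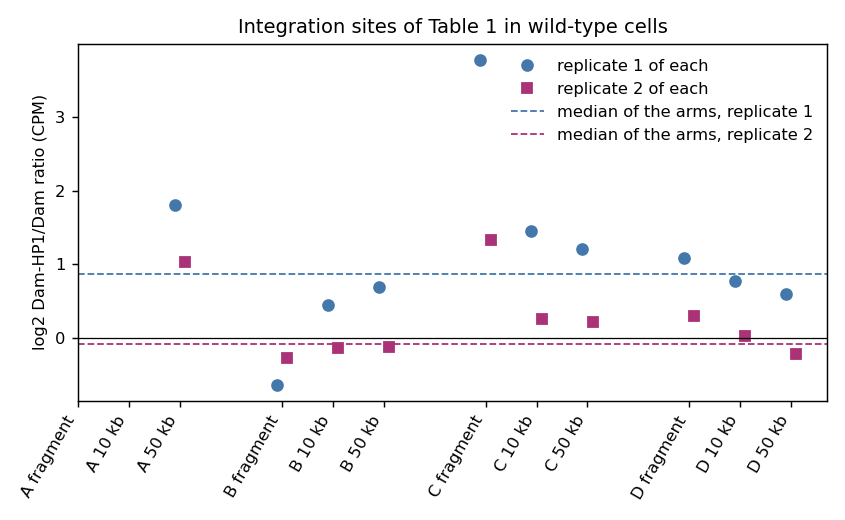
Log2 ratio of Dam-HP1 to Dam CPM (y axis) at the 4 integration sites, in the GATC fragment that holds each site and in the 10 kb and 50 kb centred on it, for the 2 same-numbered pairs of replicates. Dashed lines mark the median over single fragments of the rest of the arms in each pair, at 0.86 and -0.09, and the solid line marks 0. Site A has no points for the fragment and the 10 kb, which had 0 counts, and the 50 kb around it are at 1.80 and 1.03.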

**Table 1:** Integration sites in Kc167 cell clones

Cell line	Integration locus
A	chr2RHet: 3094936–3094937
B	chr2L: 16340822–16340823
C	chrX: 5784726–5784727
D	chr2R: 5436488–5436489

The donor cassette vector containing the AttB sites is based on the backbone of the pMT/V5-His *Drosophila* expression vector (ThermoFisher Scientific) to which we added the full AttB sites from piB-GFP (Addgene plasmid #13844), the metallothionein promoter of the pMT/V5-His *Drosophila* expression vector, 5× Gal4UAS sites and the GFP ORF of the TRIP vector.

Cassette exchange was performed by electroporation of 1 × 10^6^ cells with 1 µg of donor cassette and 1 µg of pBS130 (a kind gift from Tom Clandinin, Addgene plasmid # 26290). After 1 week, recombined cells were selected for 1 week by adding 0.5 μg/ml diphtheria toxin (Sigma-Aldrich) every 48 h. For the inducible expression experiment and variegation experiment, we wanted to exclude cells that might have escaped selection due to epigenetic silencing of the diphtheria toxin receptor gene. We therefore isolated GFP expressing cells of clones “C” and “D” by FACS 2 days after inducing GFP expression with 0.5 mM CuSO_4_.

### Transfection

Kc167 cells were transfected by electroporation of 20 × 10^6^ cells with 20 µg plasmid at 1000 μF/250 V or 1 Mio cells with 1 µg plasmid at 450 µF/86 V using a Gene Pulser II (BioRad).

### Flow cytometry analysis and sorting

Flow cytometry quantitative analysis was performed on an LSR FORTESSA (BD Biosciences) and processed with FlowJo software. Cells were gated based on forward and side scatter for single viable cells. Remaining cells were analyzed for GFP and mCherry levels with gates set according to wild-type cells. mCherry+ cells were sorted by using a Moflo Astrios (Beckman Coulter) and immediately resuspended in TRIsure (Bioline).

### RNA isolation and cDNA generation

RNA was extracted from TRIsure-resuspended samples by chloroform extraction and precipitated with isopropanol. For TRIP samples, the polyadenylated fraction was isolated using the Oligotex Kit (Qiagen) according to the manufacturer’s instructions. RNA samples were treated with RNase-free DNase I (2 U, Roche) in DNase buffer in a total volume of 20 µl for 30 min at 37 °C. The reaction was terminated by adding 1 µl of 25 mM EDTA and incubation at 70 °C for 15 min. cDNA was generated using Tetro cDNA Synthesis Kit (Bioline) according to the manufacturer’s instructions. For TRIP samples, a GFP-specific primer (AR152) was used instead of OligoDT (Table 2).

**Table 2:** Oligonucleotides

Name	Sequence (5′–3′)
GFP_f	AGGACAGCGTGATCTTCACC
GFP_r	CTTGAAGTGCATGTGGCTGT
upstream_f	CGTACTCCACCTCACCCATC
upstream_r	TTCATCGATACCGTCGACCT
TSR_f	CAAAGAAGCAAAAGCTGTTCCTTA
TSR_r	GCTGGAGTACAACATCTTCTTCTTGAC
160JvA	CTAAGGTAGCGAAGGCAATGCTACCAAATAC
161JvA	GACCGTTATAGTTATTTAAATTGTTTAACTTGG
AR152	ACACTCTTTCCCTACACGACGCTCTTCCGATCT
168_JvA	/5′phos/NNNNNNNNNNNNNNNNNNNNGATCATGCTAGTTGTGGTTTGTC
169_JvA	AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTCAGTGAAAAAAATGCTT
151AR	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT
219AR	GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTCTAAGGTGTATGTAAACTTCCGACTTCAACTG
iPCR indexing	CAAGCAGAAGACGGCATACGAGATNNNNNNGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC
Library indexing	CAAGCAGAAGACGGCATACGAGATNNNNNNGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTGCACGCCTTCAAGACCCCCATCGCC
DamID adapter top	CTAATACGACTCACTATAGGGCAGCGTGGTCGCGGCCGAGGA
DamID adapter bottom	TCCTCGGCCGCG
Adr-PCR-Rand1	NNNNGTGGTCGCGGCCGAGGATC
Y-adaptor top	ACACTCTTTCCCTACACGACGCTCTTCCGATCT
Y-adaptor bottom	/5′phos/GATCGGAAGAGCACACGTCT
Illumina index	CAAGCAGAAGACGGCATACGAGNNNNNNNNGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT
P5-Illumina-2	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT
45JvA	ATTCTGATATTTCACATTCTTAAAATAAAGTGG
94JvA	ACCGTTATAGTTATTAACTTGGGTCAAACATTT

### qPCR

qPCR was performed using SensiFAST SYBR No-ROX Kit (Bioline) with 300 nM forward and reverse primer in 10 µl volume. Detection was performed in a LightCycler 480 (Roche) under the following qPCR conditions: 95 °C for 2 min (1×), 95 °C for 5 s, 60 °C for 10 s, 72 °C for 10 s (45×). Ct values were normalized to a housekeeping gene (*tsr*).

### Spike-in for expression normalization

An independent TRIP pool with a complexity of approximately 200 barcodes was suspended in TRIsure (Bioline) and added to TRIP cells collected for cDNA extraction to an amount of 2.5 % based on cell counts.

### Library preparation for next-generation sequencing

For cDNA reads, RNA from 10 × 10^6^ transfected cells isolated by FACS sorting was extracted and transcribed into cDNA. One-fourth of total cDNA was used in a PCR to add sequencing adapters. Before sequencing library preparation, the appropriate PCR cycle number was determined by qPCR to avoid overamplification. For gDNA reads, gDNA was isolated from 10 × 10^6^ unsorted TRIP cells using ISOLATE II Genomic DNA Kit (Bioline). 500 ng was used in a PCR to add sequencing adapters and amplified over 25 cycles. PCR was performed using Phusion polymerase (2 U, Thermo Scientific) in GC buffer with 500 nM forward and reverse primer (library indexing primers and 151AR) and dNTPs (200 µM each) in a total volume of 100 µl. PCR conditions were 1 min at 98 °C (1×), followed by 15 s at 98 °C, 30 s at 68 °C and 30 s at 72 °C (cycle number as determined by qPCR) followed by 3 min at 72 °C. PCR products were purified using the ISOLATE II PCR and Gel Kit (Bioline).

### Next-generation sequencing

Before next-generation sequencing, product size selection was performed using 2 % E-Gel SizeSelect Gels (Thermo Scientific). For expression and normalization reads, 6 cDNA samples and 6 gDNA samples were multiplexed in one lane and sequenced with 65-bp single reads using a HiSeq2500 (Illumina) yielding 210 × 10^6^ reads. For integration mapping, triplicate indexed PCR samples were pooled and sequenced with 75-bp paired-end reads using a MiSeq (Illumina) yielding 24 × 10^6^ reads. Reads were mapped to *Drosophila melanogaster* genome release dm3 using Bowtie.

### Data analysis

Extraction of 21-nt barcode reads from fastq files and alignment of TRIP mapping reads was performed using the TRIP script available at http://trip.nki.nl. We set a Hamming distance of 2 for removing mutated barcodes, a maximum distance of 500 nt on the forward read and 20 nt on the reverse read to cluster the positions during mapping and a minimum read number of 1. We obtained a total of 27/28 × 10^6^ barcoded cDNA reads and 41/46 × 10^6^ barcoded gDNA reads for two replicate experiments of day 2 after transfection. Spike-in library gDNA was sequenced separately to determine the spike-in barcode sequences. A list of the most abundant spike-in barcodes with over 1000 counts in gDNA was used for extracting spike-in reads from the TRIP samples. cDNA read counts per barcode were divided by the sum of cDNA read counts for all spike-in barcodes in that sample to correct for sequencing depth and standardize expression between samples. gDNA read counts were transformed to counts per million (cpm) to correct for sequencing depth. Spike-in corrected cDNA counts were then divided by gDNA cpm counts which yields the normalized expression per barcode. We set a cutoff for barcodes that had at least 100 gDNA reads in all samples to ensure that each barcode was sufficiently represented in the pool. After cutoff for gDNA counts, we worked with an average of 1200/1500 cDNA reads per barcode in replicate 1/2 of the Gal4-HP1-transfected samples and 920/1400 and 1700/1900 for the Gal4- and HP1-transfected control samples. For gDNA counts, we obtained an average of 1900/2800 reads per barcode of the Gal4-HP1-transfected samples and 2900/2800 and 2200/2500 for the Gal4- and HP1-transfected controls. To ensure reliable allocation of barcode integrations, we worked with a total of 1093 barcodes that fit the following criteria: (1) more than 2 reads in both forward and reverse mapping, (2) 80 % of forward and reverse mapping reads matched with the first mapping location and less than 10 % of forward and reverse mapping reads matched with the second mapping location and (3) mapq score of 10 or higher for forward and reverse mapping. Sleeping Beauty is known not to generate tandem integrations; moreover, by exclusion of integrations with non-concordant forward and reverse mapping reads we exclude potential tandem integration events. As we observed good correlation between replicate experiments, we performed all further analysis on the mean normalized expression per barcode. For barcodes with 0 reads in one replicate, we set the mean normalized expression to 0. Data analysis was done in RStudio, R version 3.2.1.

### Immunofluorescence microscopy

Kc167 cells were collected 2 days after transfection, resuspended in serum-free medium and allowed to settle on coverslips coated with poly-d-lysine (Sigma-Aldrich) for 1 h. Cells were washed with PBS and fixed with 2 % paraformaldehyde (Sigma-Aldrich) for 10 min. After washing with PBS, cells were permeabilized with 0.5 % NP-40 in PBS for 10 min and washed with PBS, and coverslips were transferred to a wet chamber. Coverslips were blocked with PBG (0.5 % of 0.2 % cold water fish gelatin with 0.2 % sodium azide in PBS) for 15 min and then incubated with anti-HP1a primary antibody at 386 ng/ml concentration (C1A9, Developmental Studies Hybridoma Bank of the University of Iowa) for 1 h. After four 5-min washes with PBG, coverslips were incubated with 1:200-diluted DyLight 594-coupled secondary antibody (715-515-150, Jackson ImmunoResearch) for 1 h. After washing with PBG and PBS, coverslips were mounted to objective slides in Vectashield mounting medium with DAPI (Vector Laboratories). Images were taken using an Axio Observer (Zeiss) with a 40× objective and oil immersion and processed with Zen software.

### Western blot

Cells transfected with Gal4-HP1, HP1 or Gal4 plasmids were isolated by FACS sorting by 2, 4 and 6 days after transfection. Cells were kept on ice and lysed for protein extraction in lysis buffer (10 mM KCl, 1.5 mM MgCl2, 10 mM Tris, 10 % SDS) supplemented with proteinase inhibitor (cOmplete, Roche). 40 µg per sample was diluted in Laemmli buffer (50 mM Tris–HCl pH 6.8, 2 % SDS, 10 % glycerol, 1 % beta-mercaptoethanol, 12.5 mM EDTA, 0.02 % bromophenol blue), denatured at 90 °C for 5 min, separated on a 16 % SDS-PAGE gel and blotted on nitrocellulose membrane (Amersham Protran 0.45 µM). HP1a was detected using monoclonal antibody C1A9 obtained from the Developmental Studies Hybridoma Bank of the University of Iowa at 386 ng/ml concentration. H3 was detected using antibody ab1791 obtained from Abcam at 33 ng/ml concentration. Quantitative western blot analysis was performed using the LI‐COR Odyssey IRDye^®^ IR imager (Biosciences), IRDye secondary antibodies and the Odyssey LI‐COR software.

### MboI assay for reporter accessibility

1 × 10^6^ cells of each single-integration cell line with GFP reporter integrations were transfected with Gal4-Dam and incubated for 2 days. gDNA was extracted using ISOLATE II Genomic DNA Kit (Bioline) according to manufacturer’s instruction, and 500 ng was digested with 10 units of each MboI and NaeI for 1 h at 37 °C in CutSmart buffer (New England Biolabs) in a total volume of 25 µl. 20 ng digested DNA was used in a qPCR with primers “upstream,” “GFP” and “TSR.” Amplicons of “upstream” and “GFP” primers each cover one GATC site and can therefore be used to detect DAM methylation levels, whereas the amplicon of primers “TSR” does not contain GATC and was therefore used for normalization. Methylation levels were calculated as percentage of averages of negative and positive controls.

### DamID-seq

20 × 10^6^ wild-type Kc167 cells were transfected in duplicates with 20 µg plasmids expressing Dam-HP1 or Dam only and collected 2 days after transfection. gDNA from 5 × 10^6^ cells was isolated using ISOLATE II Genomic DNA Kit (Bioline) according to manufacturer’s instruction. 500 ng gDNA was digested with DpnI (10 U, New England Biolabs) in CutSmart buffer in a total volume of 20 µl at 37 °C for 8 h. Reaction was terminated by heat inactivation at 80 °C for 20 min. Fragments were ligated to 12.5 pmol DamID adapters using T4 ligase (2.5 U, New England Biolabs) in T4 ligase buffer in a total volume of 25 µl incubated at 16 °C for 16 h. The reaction was heat inactivated for 10 min at 65 °C. Products were then digested with DpnII to remove partially methylated fragments. DpnII buffer and DpnII (10 U, New England Biolabs) were added in a total volume of 80 µl and incubated at 37 °C for 1 h. 20 µl of DpnII-digested products was amplified by PCR with MyTaq Red Mix (Bioline) and 2.5 µM primers Adr-PCR-Rand1 in a total volume of 80 µl. PCR settings were 8 min at 72 °C (1×) followed by 20 s at 94 °C, 30 s at 58 °C, 20 s at 72 °C (15×) and 2 min at 72 °C (1×). PCR products were cleaned up using the ISOLATE II PCR and Gel Kit (Bioline) according to the manufacturer’s instructions and eluted in 26 µl H_2_O. Fragment ends were blunted using the End-It™ DNA End-Repair Kit (Epicentre) in a 50-µl reaction according to the manufacturer’s instructions. Products were cleaned up using the ISOLATE II PCR and Gel Kit (Bioline) and eluted in 26 µl H_2_O. For adding a 3′ overhang, fragments were treated with Klenow fragment (3′-5′ exo-, 25 U, New England Biolabs) in buffer 2 with 200 µM dATP (Thermo Fisher Scientific) in a 50-µl reaction incubated at 37 °C for 30 min. Reaction was terminated by heat inactivation at 75 °C for 20 min. Products were purified using CleanPCR magnetic beads (CleanNA) according to the manufacturer’s instructions and eluted in 20 µl H_2_O. 260 ng fragments were ligated to 2.5 µM Y-adaptors using T4 ligase (2.5 U, New England Biolabs) in T4 ligase buffer in a total volume of 10 µl incubated at 16 °C for 16 h. Reaction was terminated by heat inactivation at 65 °C for 10 min. Products were purified using CleanPCR magnetic beads (CleanNA) according to the manufacturer’s instructions and eluted in 20 µl H_2_O. Adapters and indices for next-generation sequencing and multiplexing were added by PCR using 8 µl of purified fragments in MyTaq Red mix together with 250 nM Illumina index primers and 250 nM primer P5-Illumina-2 in a total volume of 20 µl. PCR settings were 1 min at 94 °C (1×) followed by 30 s at 94 °C, 30 s at 58 °C, 30 s at 72 °C (11×) and 2 min at 72 °C (1×). PCR products were pooled at equal amounts, purified using CleanPCR magnetic beads (CleanNA) and eluted in 20 µl H_2_O. Pooled samples of two replicates transfected with Dam-HP1 or Dam only were sequenced with 69 × 10^6^ reads in total.

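The deposited counts on GATC fragments summed to 9262852 and 11322798 for Dam replicates 1 and 2 and to 7349807 and 5752982 for Dam-HP1 replicates 1 and 2, or 33688439 in all. Of the 461114 fragments, between 38.7% and 43.6% had at least 1 count in a sample, and 216330 had none in any of the 4. A count of 3, the smallest taken as detectable, corresponds to 0.324 and 0.265 CPM in the Dam replicates and to 0.408 and 0.522 CPM in the Dam-HP1 replicates. A large part of this depth lay on 28 fragments with more than 10000 summed counts each, 16 of them on X between positions 2682843 and 2691259 of dm3. The next highest fragment had 5000 summed counts. The 28 fragments held 79.6% of the counts of Dam replicate 1 (95% Wilson interval 79.5 to 79.6), 72.6% of Dam replicate 2 (72.6 to 72.6), 50.2% of Dam-HP1 replicate 1 (50.1 to 50.2) and 65.2% of Dam-HP1 replicate 2 (65.2 to 65.2). These intervals and floors cover counting error only, since amplified reads are not independent molecules. Between replicates the share varied far more, with 76.1% ± 4.92 for Dam and 57.7% ± 10.6 for Dam-HP1 (SD, n = 2 each). The other fragments were left with 1892014 and 3101287 counts for Dam and 3661806 and 2002452 for Dam-HP1.

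**Figure D4:**
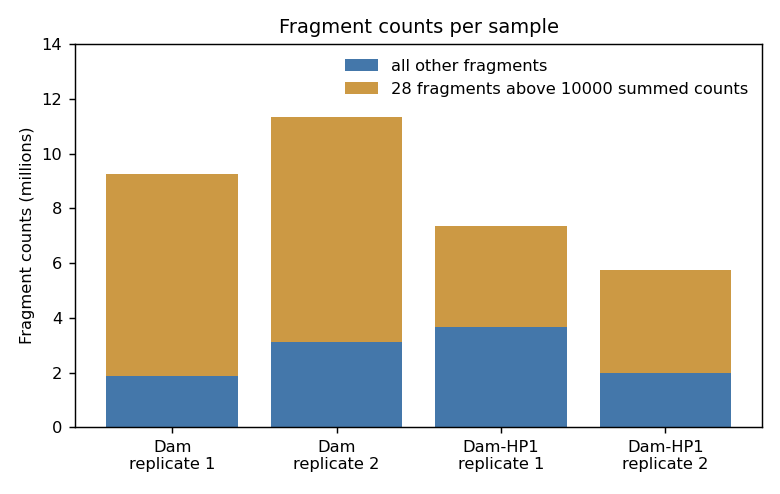
Fragment counts in each of the 4 samples (y axis), divided into the 28 fragments with more than 10000 summed counts (upper part of each bar) and all other fragments (lower part). The other fragments hold between 1892014 and 3661806 counts per sample.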

Reads were filtered for sequences containing DamID adapter sequence using cutadapt, aligned to *Drosophila* genome release dm3 using Bowtie 2 and matched with GATC-flanked fragments which yielded 6–11 × 10^6^ fragments per sample. As replicate fragment counts were highly correlated (*r*_*p*_ = 0.99), we worked with mean counts of two Dam-HP1 replicates normalized to mean of Dam only replicates for further analysis.

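Across all 461114 GATC fragments, Pearson's r between the counts of the 2 replicates was 0.999 for Dam and 0.987 for Dam-HP1, with a mean of 0.993. These are correlations across fragments, which are not independent replicates, and no p-value was computed. Between Dam and Dam-HP1, r over the same fragments was 0.954 for the samples numbered 1 and 0.963 for those numbered 2. Without the 100 fragments with the highest summed counts, r between replicates was 0.945 for Dam and 0.955 for Dam-HP1, while r between the conditions was 0.593 and 0.619. The alternative that moved the correlation between replicates most was Spearman's rho, at 0.837 for Dam and 0.844 for Dam-HP1. On log2(count + 1), Pearson's r was 0.898 and 0.915.

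**Figure D5:**
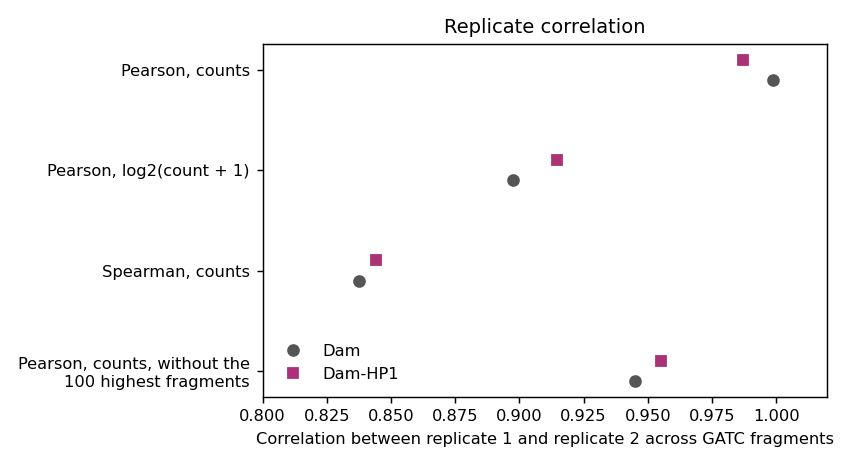
Correlation between replicate 1 and replicate 2 across GATC fragments (x axis, from 0.8) for Dam (circles) and Dam-HP1 (squares), by the measure used. Values fall from 0.999 and 0.987 for Pearson's r of counts to 0.837 and 0.844 for Spearman's rho.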

### Inducible expression experiment with single-integration cell line

GFP reporter expression in single-integration cell line “C” was induced by adding CuSO_4_ to a final concentration of 0.005, 0.05 and 0.5 mM. The experiment was performed in three replicates. Two days after induction, 20 × 10^6^ cells were transfected with plasmids encoding Gal4-HP1 or Gal4 only. Two days after transfection, transfected cells were isolated by FACS sorting for mCherry. GFP expression was measured by qPCR using primers “GFP” and normalized to housekeeping gene *tsr* using primers “TSR.”

## Additional files

**Additional file 1: Figure S1.** Correlation of normalized expression between replicate experiments.

**Additional file 2: Figure S2.** Expression of integrated reporters as quantified by NGS in the Gal4-transfected control condition divided over five chromatin states. Median values are represented by black horizontal bars. Number of reporters integrated in each state is specified above graph.

**Additional file 3: Figure S3.** GFP expression and transfection rate (measured via mCherry) of TRIP pool as quantified by FACS by days 2, 4 and 6 after transfection.

**Additional file 4: Figure S4.** Western blot of Kc167 cells transiently transfected with Gal4-V5-HP1 and V5-HP1 or untransfected control (UT) stained with anti-HP1a and anti-H3.

**Additional file 5: Figure S5.** Chromosome ideograms of TRIP reporter integration sites. Colors represent chromatin state at the integration site according to the nine-state model. Centromere position is indicated by black triangle. Scatter plot above ideogram shows fold downregulation upon Gal4-HP1 tethering.

**Additional file 6: Figure S6.** Fold change in reporter expression Gal4-HP1/HP1 as quantified by NGS divided over nine chromatin states. Median values are represented by black horizontal bars. Number of reporters integrated in each state is specified above graph.

**Additional file 7: Figure S7.** Localization of transiently transfected constructs. Gal4-V5-HP1, Gal4-V5 and V5-HP1 in Kc167 cells as detected by immunofluorescence with anti-V5 (green) and DAPI (blue). Transfected cells express mCherry (red).

## Abbreviations

FACS: fluorescence-activated cell sorting
Gal4DBD: Gal4 DNA-binding domain
gDNA: genomic DNA
GFP: green fluorescent protein
HP1: heterochromatin protein 1
NGS: next-generation sequencing
pMT: metallothionein promoter
TRIP: thousands of reporters integrated in parallel

## References

[1] Filion GJ, van Bemmel JG, Braunschweig U, Talhout W, Kind J, Ward LD, Brugman W, de Castro IJ, Kerkhoven RM, Bussemaker HJ, van Steensel B (2010). Systematic protein location mapping reveals five principal chromatin types in *Drosophila* cells. Cell.

[2] Kharchenko PV, Alekseyenko AA, Schwartz YB, Minoda A, Riddle NC, Ernst J, Sabo PJ, Larschan E, Gorchakov AA, Gu T, Linder-Basso D, Plachetka A, Shanower G, Tolstorukov MY, Luquette LJ, Xi R, Jung YL, Park RW, Bishop EP, Canfield TK, Sandstrom R, Thurman RE, MacAlpine DM, Stamatoyannopoulos JA, Kellis M, Elgin SCR, Kuroda MI, Pirrotta V, Karpen GH, Park PJ (2011). Comprehensive analysis of the chromatin landscape in *Drosophila melanogaster*. Nature.

[3] Eissenberg JC, James TC, Foster-Hartnett DM, Hartnett T, Ngan V, Elgin SC (1990). Mutation in a heterochromatin-specific chromosomal protein is associated with suppression of position-effect variegation in *Drosophila melanogaster*. Proc Natl Acad Sci USA.

[4] Verschure PJ, van der Kraan I, de Leeuw W, van der Vlag J, Carpenter AE, Belmont AS, van Driel R (2005). In vivo HP1 targeting causes large-scale chromatin condensation and enhanced histone lysine methylation. Mol Cell Biol.

[5] Canzio D, Chang EY, Shankar S, Kuchenbecker KM, Simon MD, Madhani HD, Narlikar GJ, Al-Sady B (2011). Chromodomain-mediated oligomerization of HP1 suggests a nucleosome-bridging mechanism for heterochromatin assembly. Mol Cell.

[6] Yin H, Sweeney S, Raha D, Snyder M, Lin H (2011). A high-resolution whole-genome map of key chromatin modifications in the adult *Drosophila melanogaster*. PLoS Genet.

[7] de Wit E, Greil F, van Steensel B (2005). Genome-wide HP1 binding in *Drosophila*: developmental plasticity and genomic targeting signals. Genome Res.

[8] Yasuhara JC, Wakimoto BT (2006). Oxymoron no more: the expanding world of heterochromatic genes. Trends Genet.

[9] Kwon SH, Workman JL (2011). The changing faces of HP1: from heterochromatin formation and gene silencing to euchromatic gene expression: HP1 acts as a positive regulator of transcription. BioEssays.

[10] Schotta G, Ebert A, Dorn R, Reuter G (2003). Position-effect variegation and the genetic dissection of chromatin regulation in *Drosophila*. Semin Cell Dev Biol.

[11] Fischle W, Tseng BS, Dormann HL, Ueberheide BM, Garcia BA, Shabanowitz J, Hunt DF, Funabiki H, Allis CD (2005). Regulation of HP1-chromatin binding by histone H3 methylation and phosphorylation. Nature.

[12] Wang C, Cai W, Li Y, Deng H, Bao X, Girton J, Johansen J, Johansen KM (2011). The epigenetic H3S10 phosphorylation mark is required for counteracting heterochromatic spreading and gene silencing in *Drosophila melanogaster*. J Cell Sci.

[13] Akhtar W, de Jong J, Pindyurin AV, Pagie L, Meuleman W, de Ridder J, Berns A, Wessels LFA, van Lohuizen M, van Steensel B (2013). Chromatin position effects assayed by thousands of reporters integrated in parallel. Cell.

[14] Pan T, Coleman JE (1989). Structure and function of the Zn(II) binding site within the DNA-binding domain of the GAL4 transcription factor. Proc Natl Acad Sci USA.

[15] Sadowski I, Ma J, Triezenberg S, Ptashne M (1988). GAL4-VP16 is an unusually potent transcriptional activator. Nature.

[16] Margolin JF, Friedman JR, Meyer WK, Vissing H, Thiesen HJ, Rauscher FJ (1994). Krüppel-associated boxes are potent transcriptional repression domains. Proc Natl Acad Sci USA.

[17] Li Y, Danzer JR, Alvarez P, Belmont AS, Wallrath LL (2003). Effects of tethering HP1 to euchromatic regions of the *Drosophila* genome. Development.

[18] Dialynas G, Speese S, Budnik V, Geyer PK, Wallrath LL (2010). The role of *Drosophila* Lamin C in muscle function and gene expression. Development.

[19] Danzer JR, Wallrath LL (2004). Mechanisms of HP1-mediated gene silencing in *Drosophila*. Development.

[20] Seum C, Delattre M, Spierer A, Spierer P (2001). Ectopic HP1 promotes chromosome loops and variegated silencing in *Drosophila*. EMBO J.

[21] van Steensel B, Henikoff S (2000). Identification of in vivo DNA targets of chromatin proteins using tethered dam methyltransferase. Nat Biotechnol.

[22] Zhang W, Deng H, Bao X, Lerach S, Girton J, Johansen J, Johansen KM (2006). The JIL-1 histone H3S10 kinase regulates dimethyl H3K9 modifications and heterochromatic spreading in *Drosophila*. Development.

[23] Elgin SCR, Reuter G (2013). Position-effect variegation, heterochromatin formation, and gene silencing in *Drosophila*. Cold Spring Harb Perspect Biol.

[24] Hathaway NA, Bell O, Hodges C, Miller EL, Neel DS, Crabtree GR (2012). Dynamics and memory of heterochromatin in living cells. Cell.

[25] Ayyanathan K, Lechner MS, Bell P, Maul GG, Schultz DC, Yamada Y, Tanaka K, Torigoe K, Rauscher FJ (2003). Regulated recruitment of HP1 to a euchromatic gene induces mitotically heritable, epigenetic gene silencing: a mammalian cell culture model of gene variegation. Genes Dev.

[26] Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, Smyth GK: Limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res 2015:gkv007.10.1093/nar/gkv007PMC440251025605792

[27] Piacentini L, Fanti L, Berloco M, Perrini B, Pimpinelli S (2003). Heterochromatin protein 1 (HP1) is associated with induced gene expression in *Drosophila euchromatin*. J Cell Biol.

[28] Cryderman DE, Grade SK, Li Y, Fanti L, Pimpinelli S, Wallrath LL (2005). Role of *Drosophila* HP1 in euchromatic gene expression. Dev Dyn.

[29] Lundberg LE, Stenberg P, Larsson J (2013). HP1a, Su(var)3–9, SETDB1 and POF stimulate or repress gene expression depending on genomic position, gene length and expression pattern in *Drosophila melanogaster*. Nucleic Acids Res.

[30] Yoh SM, Lucas JS, Jones KA (2008). The Iws1:Spt6:CTD complex controls cotranscriptional mRNA biosynthesis and HYPB/Setd2-mediated histone H3K36 methylation. Genes Dev.

[31] Sun X-J, Wei J, Wu X-Y, Hu M, Wang L, Wang H-H, Zhang Q-H, Chen S-J, Huang Q-H, Chen Z (2005). Identification and characterization of a novel human histone H3 lysine 36-specific methyltransferase. J Biol Chem.

[32] Pan L, Xie W, Li K-L, Yang Z, Xu J, Zhang W, Liu L-P, Ren X, He Z, Wu J, Sun J, Wei H-M, Wang D, Xie W, Li W, Ni J-Q, Sun F-L (2015). Heterochromatin remodeling by CDK12 contributes to learning in *Drosophila*. Proc Natl Acad Sci USA.

[33] Nakayama J, Klar AJ, Grewal SI (2000). A chromodomain protein, Swi6, performs imprinting functions in fission yeast during mitosis and meiosis. Cell.

[34] Hall IM, Shankaranarayana GD, Noma K-I, Ayoub N, Cohen A, Grewal SIS, Reik W, Walter J, Grewal SIS, Elgin SC, Cohen DE, Lee JT, Cavalli G, Henikoff S, Strahl BD, Allis CD, Jenuwein T, Allis CD, Birchler JA, Bhadra MP, Bhadra U, Hsieh J, Fire A, Dorer DR, Henikoff S, Chikashige Y, Hahnenberger KM, Carbon J, Clarke L, Allshire RC (2002). Establishment and maintenance of a heterochromatin domain. Science.

[35] Audergon PNCB, Catania S, Kagansky A, Tong P, Shukla M, Pidoux AL, Allshire RC (2015). Restricted epigenetic inheritance of H3K9 methylation. Science (80-).

[36] Ragunathan K, Jih G, Moazed D (2014). Epigenetic inheritance uncoupled from sequence-specific recruitment. Science (80-).

[37] de Jong J, Akhtar W, Badhai J, Rust AG, Rad R, Hilkens J, Berns A, van Lohuizen M, Wessels LFA, de Ridder J (2014). Chromatin landscapes of retroviral and transposon integration profiles. PLoS Genet.

[38] Greil F, van der Kraan I, Delrow J, Smothers JF, de Wit E, Bussemaker HJ, van Driel R, Henikoff S, van Steensel B (2003). Distinct HP1 and Su(var)3–9 complexes bind to sets of developmentally coexpressed genes depending on chromosomal location. Genes Dev.

[39] Tolhuis B, de Wit E, Muijrers I, Teunissen H, Talhout W, van Steensel B, van Lohuizen M (2006). Genome-wide profiling of PRC1 and PRC2 Polycomb chromatin binding in *Drosophila melanogaster*. Nat Genet.

[40] van Bemmel JG, Filion GJ, Rosado A, Talhout W, de Haas M, van Welsem T, van Leeuwen F, van Steensel B (2013). A network model of the molecular organization of chromatin in *Drosophila*. Mol Cell.

[41] González M, Martín-Ruíz I, Jiménez S, Pirone L, Barrio R, Sutherland JD (2011). Generation of stable *Drosophila* cell lines using multicistronic vectors. Sci Rep.

[42] Kind J, Pagie L, Ortabozkoyun H, Boyle S, de Vries SS, Janssen H, Amendola M, Nolen LD, Bickmore WA, van Steensel B (2013). Single-cell dynamics of genome–nuclear lamina interactions. Cell.

[43] Bateman JR, Lee AM, Wu C (2006). Site-specific transformation of *Drosophila* via phiC31 integrase-mediated cassette exchange. Genetics.

How the deposited data were processed for this re-analysis (not part of the article)

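HP1 binding was measured by DamID-seq in wild-type Kc167 cells transfected with Dam-HP1 or with Dam only, with 2 replicates of each. Samples were grouped by condition and replicate as labelled. The authors filtered reads for the DamID adapter with cutadapt, aligned them to dm3 with Bowtie 2 and matched them to GATC fragments, and the deposited values are counts per fragment without normalization. The paper's text does not name the versions of these tools, a mapping-quality filter or the treatment of reads with several equal alignments. Such reads matter most for repeated sequence such as the Het scaffolds, U and Uextra.

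The counts sum to between 5752982 and 11322798 per sample. Because 28 fragments hold between 50.2% and 79.6% of the counts of a sample, the other fragments rest on 1892014 to 3661806 counts per sample. Confidence intervals are 95% Wilson intervals, and a count of 3 is the floor.

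Counts were read in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and figures were drawn with Matplotlib 3.10.9. Following the Methods, mean Dam-HP1 was divided by mean Dam for each fragment, here after division by the total of each sample (CPM) and with a pseudocount of 1 count at the mean library size. Fragments needed at least 10 counts in at least 2 samples. The pericentromeric fold is the median ratio over the Het scaffolds of chromosomes 2, 3 and X and the proximal 1 Mb of each arm, divided by the median over the rest of the 5 arms. It stands in for the paper's comparison of state 7 with the other states of the nine-state model, which was not used here. Its place was described with 10000 random placements of the proximal blocks.

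Single fragments were tested with edgeR 4.0.16 (R 4.3.3), with TMM normalization, the quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05, without a replicate block in the primary fit. DESeq2 1.42.0 was an alternative. Both were tested on simulated counts in which 200 fragments changed by a fold of 4. As many were raised as lowered, they were drawn from fragments of intermediate count, and the dispersion was 0.05. The other fragments had the same mean profile in both conditions. The simulation therefore does not cover fragments with few counts or the difference in composition on which the number lower depends. edgeR recovered 159 of them with 12 false calls, edgeR with a replicate block 155 with 8, and DESeq2 117 with 1, and edgeR gave none the wrong sign. The fold was tested on simulated counts with the 28 fragments left in place. Every other fragment, also those without counts in the data, was given an expected count, and all pericentromeric fragments had the same fold. For true folds of 1, 2, 4 and 8 the estimated fold was 1.01, 1.97, 3.81 and 7.11 with the filter, and 0.915, 1.16, 1.67 and 2.60 without it. With the filter and a pseudocount of 10 counts it was 1.00, 1.59, 2.43 and 3.59.

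The sites named in the text follow a rule set before the data were examined. They are the 4 integration sites of Table 1, each chromosome or scaffold as a whole, and, of the 100-kb bins on the rest of the arms with at least 50 fragments used that changed the same way in both same-numbered pairs, the 5 with the highest and the 3 with the lowest median log2 ratio. Neighbouring bins are named as 1 region. The fragments with more than 10000 summed counts, the gap between those on X and the bins next to those on 2L fall outside this rule and were named after seeing the data. The same holds for the bins nearest to the centromere on 3R. Alternatives covered the pseudocount, the filter, the scaling, the replicate block, each replicate left out, the bin and window sizes and the definition of the regions. Alternatives that remove the 28 fragments with more than 10000 summed counts were chosen after seeing the data. Expression and barcode data of the integrated reporters were not analysed here. The gene table at hand is of another genome release than dm3, so no gene names were assigned to fragments.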

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

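The tests of the high fragments and of the fragments on 2L below were chosen only after those results were seen. The tests of chromosome 4, U, Uextra and the 100-kb bins were set before.

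A signal in data the paper does not report on is the share of counts on 28 fragments, with a mean of 76.1% for Dam and 57.7% for Dam-HP1. They lie on X (16 fragments), 2L (6), Uextra (4) and 3R (2). Inside the X cluster, 4 fragments from 2687472 to 2689888 had at most 77 summed counts. One hypothesis is that these fragments may be copies carried on the transfected plasmids. The median summed count of the 753 other fragments within 20 kb of them was 0.2 times that of the rest of the arms (1 against 5). Without the 205 neighbours on Uextra, whose median was 0, it was 6 on the arms, inside the interquartile range of 0 to 24. The mean summed count of the neighbours on the arms was 38.4, against 29.8 on the rest of the arms. A duplication that reaches well into these flanks would have raised most neighbours. The clusters span only 512 to 8417 bp, however, and this test cannot tell a duplication of that length from plasmid copies. Each of the 28 fragments had at least 30446 summed counts, against the mean of 29.8 on the rest of the arms. An excess of this size argues against a duplication that adds only a few genomic copies. Products of the PCR of single libraries would differ between replicates, but r of log10 CPM over the 28 fragments was 0.999 for Dam and 0.994 for Dam-HP1. The plasmid sequences were not used here, so this explanation remains a hypothesis, and no biological explanation was tested.

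Of the 28 fragments, 5 on 2L between 8209824 and 8210995 stood apart. They had a log2 ratio of 8.31 (7.95 and 8.60 in the pairs), with 1973 and 2321 counts in the Dam samples and 386642 and 459196 in the Dam-HP1 samples. HP1 sequence on the Dam-HP1 plasmid is a candidate explanation. Both conditions used wild-type Kc167 cells, so a genomic duplication would have raised the Dam counts as well. The counts in both replicates therefore argue against a duplication as the source of the difference at these 5 fragments. The median log2 ratio of the 73 other fragments used within 20 kb was 0.29 above the median of the arms, within the limit of 1 set for the test. Farther upstream, the 100-kb bins from 8000001 to 8100000 and from 8100001 to 8200000 were 3.01 and 2.61 above the arms (2.76 and 3.09, and 2.53 and 2.63, in the pairs), while the bin that holds the 5 fragments was at 0.01. A raised domain thus ends near these fragments, and the test covers only the 20 kb on either side. The counts cannot show whether these coordinates hold HP1 sequence.

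Chromosome 4, which the comparison by chromatin state does not name, had a median log2 ratio 2.15 above the arms (2.18 and 2.00 in the pairs) over 925 fragments. Against arm fragments with the same count in Dam replicate 1, and with Dam replicate 2 in the denominator, the difference was 1.84, against 2.19 unmatched. Against arm fragments of the same length it was 2.11. Neither low Dam counts nor fragment length accounted for most of it. Reads shared between repeats were not tested, so the pattern cannot be told apart from that explanation, and HP1 binding along chromosome 4 may be the biological alternative.

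U and Uextra, which collect unplaced sequence, had median log2 ratios 3.66 and 3.88 above the arms. Matching on the count in Dam replicate 1 lowered the joint difference from 3.79 to 2.32, so low Dam counts may account for part of it, but for less than the share set for the test. With the mean of both Dam replicates in the denominator the difference was 3.71, and matching on length left it at 3.71, which argues against fragment length. Only 2.65% of the U fragments and 0.191% of the Uextra fragments passed the filter, and reads with several equal alignments were not tested. Those that passed had a median of 0.240 and 0.196 Dam CPM, so the filter may have selected them for high Dam-HP1 counts. With no filter the log2 ratios relative to the arms were 1.62 and 0.56.

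On the rest of the arms, 587 bins of 100 kb had at least 50 fragments used. Of these bins, 9 exceeded the pericentromeric median in the means and in both pairs. Of the 9 bins, 5 lay within 1 Mb of the proximal blocks and 4 elsewhere. The highest were 2R from 1000001 to 1200000 (log2 ratios of its 2 bins 3.22 and 3.64 above the arms), 3L from 23400001 to 23500000 (3.46), 2L from 16900001 to 17000000 (3.29) and 3L from 4800001 to 4900000 (3.26). The lowest bins were 2L from 13900001 to 14000000 (-0.57), 3R from 7800001 to 7900000 (-0.51) and 2L from 2800001 to 2900000 (-0.47). Fragments of the 9 bins differed from other arm fragments by 3.25 after matching on length, against 3.24 unmatched, which argues against fragment length. With Dam replicate 2 in the denominator, matching on the Dam count lowered the difference from 3.27 to 2.50. Low Dam counts may thus account for part of it, but most of it was left. The bins had been picked for their ratio, so the size of what remained is no measure of HP1 binding.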

How the results depend on the processing

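All alternatives below were set before the data were examined, except those that remove fragments above 10000 summed counts.

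The pericentromeric fold stayed above 1 under every alternative run, from 2.94 to 9.29, against 7.20 as reported, but most alternatives moved it by more than the SD between the pairs. It was 8.52 and 3.10 with pseudocounts of 0.1 and 10 counts, 2.94 with no filter and 8.95 with at least 50 counts in at least 2 samples. It was 7.43 with the replicate block (geometric mean over the pairs), 7.41 with raw mean counts, 7.36 with TMM-scaled CPM, 6.63 as a ratio of summed CPM and 4.91 as a mean of fragment ratios. It was 8.01 and 5.25 with proximal blocks of 0.5 and 2 Mb, 9.29 with the Het scaffolds only, 5.21 with the proximal 1 Mb only, 6.75 with chromosome 4 added and 8.80 with 10-kb bins. Leaving out each of the 4 samples gave 6.77 to 7.39. Without the fragments above 10000 summed counts, a choice made after seeing the data, it was 7.42 with CPM of the remaining fragments and 4.38 as a ratio of summed CPM. On simulated counts, leaving out the filter and a pseudocount of 10 counts each lowered a true fold of 4, to 1.67 and 2.43; the cause of the other shifts was not tested.

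The mean replicate correlation, 0.993 as reported, was 0.906 on log2(count + 1), 0.841 as Spearman's rho, 0.950 without the 100 highest fragments and 0.952 without those above 10000 summed counts.

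Of the fragments tested, the number lower in Dam-HP1 depended most on the scaling. It was 4046 with TMM and 120 with library size only. It was 1071 with DESeq2, 2002 with no filter, 1317 with 10-kb bins and 345 for a log2 fold change beyond 1. The scaling moved the zero point of all fragments, since the median log2 fold change on the rest of the arms was -0.17 with TMM and 0.42 with library size only. The number higher, 13587 of 69827 fragments as reported, was 4457 of 13039 with at least 50 counts and 2801 of 12418 with 10-kb bins. Fewer fragments or bins were tested under these settings, so the lower numbers do not show a loss of signal. The share higher was 37.2% of pericentromeric and 3.74% of arm fragments with no filter, and the arm share was 23.8% with at least 50 counts and 7.95% for a log2 fold change beyond 1. Beyond the scaling and the number of fragments or bins tested, the cause of the shifts was not tested. In every one of these fits the pericentromeric share exceeded the arm share. No fit of single fragments left out a replicate, since 1 sample would remain in a condition.

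At site B the log2 ratio, -0.43 as reported, was -1.11 with raw mean counts, -0.92 with TMM-scaled CPM, -1.15 with CPM of the fragments up to 10000 summed counts, and above 0 over 10 kb (0.13) and 50 kb (0.28). Leaving out each sample gave -0.74 to -0.18. At site D it was 0.69 as reported, 0.057 with raw mean counts, 0.11 with TMM-scaled CPM and -0.12 with CPM of the fragments up to 10000 summed counts. The scaling moved the arms as a whole in the same direction, with a median log2 ratio of -0.24 with raw mean counts, -0.19 with TMM-scaled CPM and -0.41 with CPM of the fragments up to 10000 summed counts, against 0.37 as reported. edgeR's log2 fold change at site D changed sign, to -0.10, with at least 50 counts in at least 2 samples. The median log2 fold change on the rest of the arms also fell, from -0.17 to -0.345. Site D stayed above that median in both fits, with adjusted p-values of 0.811 and 0.808, so the sign depends on the common zero point. At site C the log2 ratio, 2.37 as reported, was 1.20 and 2.66 with pseudocounts of 10 and 0.1 counts. Leaving out each sample gave 1.75 to 3.45. The adjusted p-value at site C, 0.0289 as reported, rose above 0.05 with DESeq2 (0.181), with the replicate block (0.0563) and for a log2 fold change beyond 1 (0.133). The cause of the changes under settings other than the scaling was not tested. Site A had no counts in its fragment or in the 10 kb around it, and a log2 ratio of 1.43 over 50 kb. Sites B and C had none with at least 50 counts. Besides these 4 changes of single-fragment tests, 8 values of the correlation by condition moved.

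Relative to the arms, the log2 ratio of chromosome 4 was 1.40 with a pseudocount of 10 counts, 1.21 with no filter and 2.60 with at least 50 counts, and 1.95 to 2.23 with each sample left out. That of U was 4.19 and 1.91 with pseudocounts of 0.1 and 10 counts, 1.62 with no filter, 4.00 with at least 50 counts, 3.75 with the replicate block, 3.74 with raw mean counts, 3.79 with TMM-scaled CPM, 3.81 with CPM of the fragments up to 10000 summed counts and 3.62 to 3.75 with each sample left out. That of Uextra was 4.51 and 2.07 with pseudocounts of 0.1 and 10 counts and 0.56 with no filter. All stayed above 0. YHet and the mitochondrial sequence had no fragments that passed the filter. The number of 100-kb bins above the pericentromeric median, 9 as reported, was 2 with at least 50 counts and between 7 and 13 under the other alternatives. With at least 50 counts, 13039 fragments were left to fill the bins, against 69827. With a sample left out, the criterion on both pairs could not be applied. The cause was not tested.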

Differences from the paper's values

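The paper states a fold of 4 for HP1 in state 7 pericentromeric heterochromatin compared with all other states. The fold between the pericentromeric regions defined here and the rest of the arms was 7.20. Among the alternatives set before the data were examined, the fold was within 1.5 times the paper's value with a pseudocount of 10 counts (3.10), with no filter (2.94), as the mean of fragment ratios (4.91), with proximal blocks of 2 Mb (5.25) and with the proximal 1 Mb of the arms only (5.21). On simulated counts 2 of these settings lowered the fold by themselves: for true folds of 4 and 8, no filter gave 1.67 and 2.60, and a pseudocount of 10 counts gave 2.43 and 3.59. Their values of 2.94 and 3.10 may therefore lie below the fold, but the simulation cannot say by how much. It gave expected counts to fragments without any count in the data, and the same fold to all pericentromeric fragments. The value of 2.94 exceeded even the 2.60 simulated for a true fold of 8. Whether these values reflect a fold near the paper's is left open. The mean of fragment ratios gave 3.77 for a true fold of 4. The other alternatives set before the data were examined did not close the gap, including raw mean counts without depth scaling (7.41). An alternative chosen after seeing the values, the ratio of summed CPM without the fragments above 10000 summed counts, gave 4.38. The regions compared here are not the paper's states, and the paper examined occupancy at the reporter integration sites, which were not used here.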

Other observations

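The test of the Dam count was set before its result was seen.

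Figure 3c marks cell lines A and B as state 7 integrations and C and D as state 3. In wild-type cells the fragment at site B had a log2 ratio of -0.80 relative to the median of the arms, and the 10 kb and 50 kb around it were at -0.23 and -0.09 relative to that median. The 50 kb around site A were at 1.06 relative to the median of the arms, from 28 fragments with counts. Of the state 3 sites, the fragment at site C was at 2.00 and that at site D at 0.33 relative to the median of the arms, so the highest of the 3 fragment ratios belonged to a state 3 site, where it rests on 1 and 7 Dam counts. The 10 kb around sites C and D were at 0.52 and 0.02 and the 50 kb at 0.37 and -0.19. Over 50 kb, the only scale at which all 4 sites had counts, the highest value was that of site A. Values over 10 kb and 50 kb come from summed counts, but the median of the arms is over single fragments. A small distance of such a value from that median therefore does not show whether it lies above or below the arms. These are values at 4 sites, and no difference between the states was tested.

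A hypothesis was that arm fragments less accessible to Dam carry more Dam-HP1 signal. Over 48311 arm fragments with at least 10 counts in Dam replicate 1, Spearman's rho between that count and the ratio of Dam-HP1 to Dam replicate 2 was -0.10, just past the limit of -0.1 set for the test. On single arms it lay between -0.08 on 2L and -0.14 on 2R, and on 2L, 3L and 3R it did not pass that limit. The relation is across fragments, which are not independent, and it is weak. The counts of the 2 Dam replicates go together across fragments (r = 0.945 without the 100 fragments with the highest summed counts). A low count in replicate 1 therefore goes with a low denominator, which by itself can give a negative rho. The test cannot show whether less accessible fragments carry more Dam-HP1 signal. Its rho also leaves most of the variation of the ratio unaccounted for.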
